# Lung adenocarcinoma cells respond differently to mechanical stress in 3D versus 2D environments

**DOI:** 10.1038/s42003-025-09179-1

**Published:** 2025-12-11

**Authors:** Naoya Kitamura, Mayumi Iwatake, Satoshi Mizoguchi, Shadil Ibrahim Wani, Komei Kobayashi, Muhammad Hasnain, Van Dung Nguyen, Ryo Yokoyama, Naru Kitade, Toshihiro Ojima, Koichiro Shimoyama, Naoya Koba, Hideki Hatta, Micha Sam Brickman Raredon, Kenichi Hirabayashi, Yoshitomo Morinaga, Tomoshi Tsuchiya

**Keywords:** Cancer models, Cancer models, Cancer microenvironment

## Abstract

Two-dimensional (2D) culture models are commonly used in cancer research, but fail to recapitulate complex mechanical cues of native tissues. In this study, we developed an ex vivo three-dimensional (3D) lung cancer model by seeding human lung adenocarcinoma cells into decellularised rat lungs and culturing them in a pressure chamber and perfusion system mimicking respiratory motion (RM) and blood flow. In 3D culture, RM promoted cell adhesion and proliferation, enhanced the nuclear translocation of β-catenin and YAP, and increased the expression of integrin β1 and E-cadherin. In addition, upregulation of extracellular matrix- and cell adhesion-related genes was particularly notable. In contrast, in 2D culture, RM suppressed cell proliferation and induced apoptosis, with prominent upregulation of tumour suppressor genes. Our findings demonstrate that dimensionality and mechanical stress synergistically influence lung cancer cell dynamics and underscore the need for 3D models in cancer research that closely replicate the native lung tissue microenvironment.

## Abstract (web summary)

This study shows that lung adenocarcinoma cells respond differently to respiratory motion–mimicking mechanical stress in 3D compared with 2D environments, highlighting the need for 3D culture systems to better understand tumour mechanobiology.

## Introduction

Cell differentiation and proliferation are influenced by the surrounding environment^1,2^. Extracellular mechanical and physical stimuli (mechanical stress), including compression, stretching, cell–cell contact, and shear stress, are converted into intracellular biochemical signals and are crucial in regulating the behaviour of normal and cancer cells^3–8^. The mechanotransduction involves complex crosstalk^9,10^, and given the potential limitations of simple models in accurately reproducing such complex mechanisms^11^, developing models that closely mimic the in vivo environment is essential for the study of the dynamics and behaviour of lung cancer cells.

Two-dimensional (2D) culture models have long been employed in lung cancer research with or without mechanical stresses. However, the limitations of 2D models in accurately replicating the tumour microenvironment have been widely recognised^12,13^. Cells cultured in three-dimensional (3D) structures exhibit distinct cellular morphology, tissue architecture, and protein expression compared to those cultured under 2D conditions^11,14^. Thus, the importance of 3D culture in studying cellular dynamics is undeniable. To overcome the shortcomings of 2D models, various 3D culture techniques have been developed, including hydrogels as scaffolds, Matrigel-based organoid cultures, and microfluidic devices replicating lung structure and function, such as “Lung-on-a-chip”^15–19^. Although these models bridge the gap between 2D cell cultures and animal models^15^, they are limited in fully replicating the lung’s natural 3D structure, the mechanical environment induced by respiratory motion (RM), and the presence of immune cells within the tumour microenvironment^20^.

The lung is a unique organ, and its 3D structure is influenced by RM (stretching stress) and blood flow (shear stress). Notably, lungs undergo periodic mechanical stresses due to respiration, exhibiting anisotropic and heterogeneous large deformations^21^. Due to its negative pressure environment and 3D scaffold, the lung differs from other parenchymal organs, such as the liver, kidneys, and heart. Therefore, an accurate understanding of lung cancer pathophysiology requires models replicating these physiological conditions.

Lung decellularisation removes cellular components from tissues or organs while preserving the extracellular matrix (ECM) structure^22^. This process preserves both the alveolar and vascular scaffolds, yielding a complex ECM that functions as a 3D support structure, which has been applied in tissue engineering and regenerative medicine^23,24^. In a previous study, a 3D lung cancer model generated using decellularised rat lungs provided a more physiologically relevant cancer microenvironment than 2D cultures, enabling a detailed evaluation of cancer cell characteristics^25^. However, research on 3D lung cancer models utilising decellularisation technique is lacking, and further investigation is needed to elucidate the relationship between mechanical stress and cancer cell regulation.

Accordingly, we established an ex vivo 3D lung cancer model by seeding human cancer cells into decellularised rat lungs and culturing them in a tightly controlled pressure chamber and perfusion system mimicking the physiological environment. Using the 3D decellularised lung cancer model, this study aimed to elucidate the impact of mechanical stress, particularly RM, on lung cancer cell dynamics. This study demonstrated that RM exerts fundamentally different effects on cancer cell behaviour in 2D and 3D systems, underscoring the importance of 3D models that replicate the physiological lung environment.

## Results

### 2D cell culture using a pressure chamber

In 2D culture, a pressure stimulation unit (PSU; TOKAIHIT, Shizuoka, Japan) served as a pressure chamber and was used to alternately change the air pressure inside a sealed chamber between –5 mmHg and atmospheric pressure (0 mmHg). This process was defined as RM. The cultures were divided into RM⁺ (with RM) and RM^−^ (without RM) groups (Fig. 1a). The pressure inside the chamber, where the well plate containing A549 cells was placed and connected to the PSU, was controlled within the range of –5 to 0 mmHg (Fig. 1b). Compared with the RM⁺ group, RM^−^ group exhibited rapid proliferation (Fig. 1c). After four days of culture, the attached cell count per well was higher in the RM^−^ group compared with the RM⁺ group (5.74 ± 1.97 × 10⁵ vs 12.90 ± 1.21 × 10⁵, p = 0.0096, *n* = 3) (Fig. 1d). The number of Ki-67-positive cells (MIB-1 index), an indicator of cell proliferation, was significantly higher in the RM^−^ group (57.43 ± 17.39% vs 95.75 ± 1.99%, p < 0.0001, *n* = 3) (Fig. 1e). Conversely, cleaved caspase-3-positive cells, indicative of apoptosis, were significantly increased in the RM⁺ group (25.07 ± 11.59% vs 8.07 ± 4.27%, p < 0.0001, *n* = 3) (Fig. 1f). No significant difference was observed in nuclear staining for Yes-associated protein (YAP) (27.27 ± 8.77% vs 27.55 ± 9.65%, p = 0.905, *n* = 3) (Fig. 1g), and nuclear staining for β-catenin was not detected in either group (Fig. 1h).

**Fig. 1:**
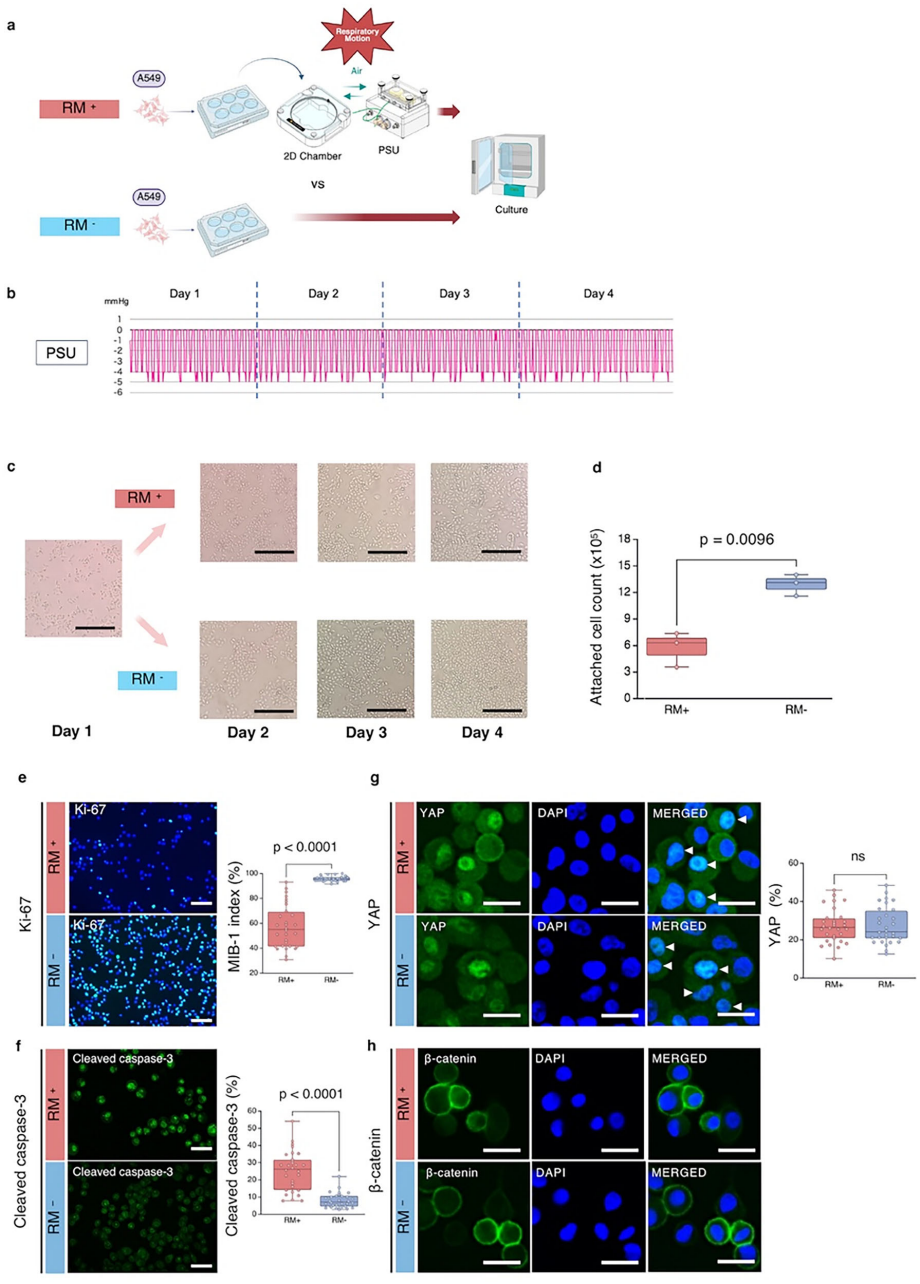
Overview and results of the 2D culture. **a** Two 6-well plates were seeded with A549 cells (3 × 10⁵ cells/well). RM was simulated by connecting a PSU to a 2D culture chamber and applying continuous pressure changes between −5 mmHg and atmospheric pressure (0 mmHg). The RM⁺ group, in which the PSU was connected, was compared with the RM⁻ group, in which the PSU was not connected. Both plates were cultured in a 37 °C, 5% CO₂ incubator (*n* = 3). Created with BioRender.com. **b** Pressure data within the RM⁺ chamber, showing continuous fluctuations between –5 mmHg and atmospheric pressure (0 mmHg) from day 1 to day 4. **c** Under microscopic examination, the RM⁻ group appeared to proliferate more rapidly. **d** Comparison of attached cell counts collected on day 4. The RM⁻ group exhibited a significantly higher cell count (p = 0.0096; *n* = 3). **e** Immunostaining for Ki-67. The RM⁻ group exhibited a significantly higher number of Ki-67-positive cells, and the MIB-1 index (percentage of Ki-67-positive cells) was significantly greater than in the RM⁺ group (p < 0.0001; *n* = 3). **f** Immunostaining for cleaved caspase-3 revealed a significantly greater number of positive cells in the RM⁺ group (p < 0.0001; *n* = 3). **g** Nuclear localisation of YAP was observed in both groups (white arrowheads), but no statistically significant difference was found (p = 0.905; *n* = 3). **h** β-catenin showed no nuclear localisation in either group (*n* = 3). Scale bars: (c) 200 μm; **e** 100 μm; **f** 50 μm; **g**, **h** 25 μm. Note: For (e–g), each biological sample (*n* = 3) was measured in 10 randomly selected microscopic fields (regions of interest), and all data points from these fields are shown in the scatter plots. 2D two-dimensional, RM respiratory motion, RM⁺ with RM, RM⁻ without RM, PSU pressure stimulation unit, YAP yes-associated protein, ns not significant. All error bars represent the standard deviation.

### 3D cell culture using a pressure chamber and perfusion system

The ex vivo 3D lung cancer model was constructed by decellularising rat lungs (Supplementary Fig. 1), followed by recellularisation with A549 cells via airway seeding. The samples were cultured for four days—RM⁺ and RM^−^ conditions were compared—and subsequently harvested (Fig. 2a). A blood pressure unit (BPU; TOKAIHIT, Shizuoka, Japan) was employed for continuous vascular perfusion and pressure monitoring. Only the RM⁺ group was subjected to pressure changes inside the sealed chamber via the PSU, undergoing pressure regulation similar to that used in the 2D culture system (Fig. 2b). Following overnight preconditioning to promote peripheral vascular expansion of the decellularised lungs (i.e., continuous intravascular perfusion with culture medium at a constant flow rate), recellularisation was performed using A549 cells. As the perfusion rate increased, vascular pressure increased but was controlled to remain below an average of 20 mmHg at all times (Fig. 2c). Due to RM, the lungs inside the chamber underwent repeated expansion and contraction (Fig. 2d and Supplementary Movie 1). The baseline fluctuations in vascular pressure observed in the RM⁺ samples reflected the pressure changes inside the chamber, indicating respiratory fluctuations. The vascular pressure at each phase (day 0, 1, 2 and 3–4) tended to be lower in the RM⁺ group, presumably due to the effects of negative pressure; however, no significant difference was found between the two groups (p = 0.72, 0.24, 0.45, and 0.55 for day 0, 1, 2, and 3–4, respectively) (Fig. 2e).

**Fig. 2:**
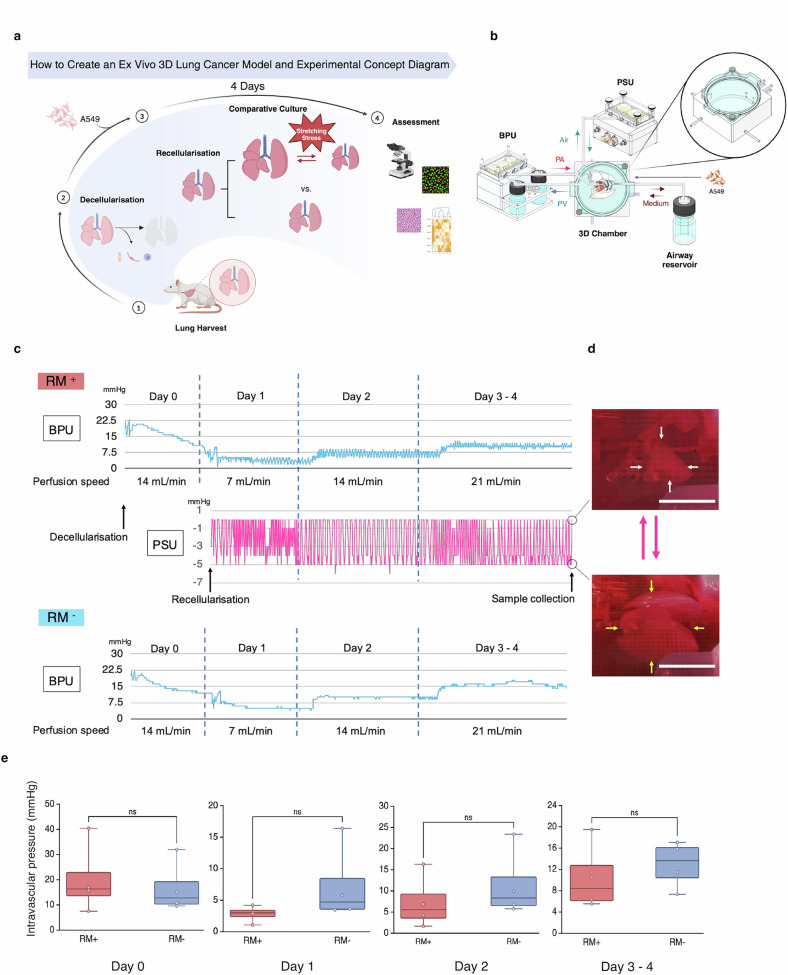
Construction of the ex vivo 3D lung cancer model and overview of the pressure chamber and perfusion system. **a** Lungs and heart were harvested *en bloc* from rats, and decellularisation was performed by perfusing the airway and vasculature with solutions containing Triton X-100, Benzonase, and sodium deoxycholate. A549 cells were subsequently seeded *via* the airway and allowed to adhere (recellularisation) to create an ex vivo 3D lung cancer model. The samples were cultured for four days under RM (RM⁺) or without RM (RM⁻), followed by analysis. Created with BioRender.com. **b** Overview of the pressure chamber and perfusion system. The decellularised lung was placed in a chamber filled with culture medium. The airway was connected to an airway reservoir, the PA to the BPU, and the cannula in the PV (left ventricle) was left open to the medium inside the chamber. This configuration enabled passive medium exchange *via* the airway, and a perfusion circuit was established from PA through the lung to the PV and back to the BPU. The chamber was sealed and connected to a PSU, which continuously modulated the intrachamber pressure to simulate a negative pressure environment and RM, mimicking the thoracic cavity. **c** Monitoring data during 3D culture in the RM⁺ and RM⁻ groups. On the evening of day 0, intravascular perfusion (14 mL/min) was initiated to promote peripheral vascular expansion in the lung. The perfusion rate was increased every 24 h (7 → 14 → 21 mL/min). Only the RM⁺ group was subjected to continuous pressure fluctuations between –5 mmHg and atmospheric pressure from the time of recellularisation on day 1. The vascular pressure waveform showed fine oscillations reflecting respiratory variation once the PSU was activated. **d** Representative images of the lung inside the chamber. The lung expands under negative pressure (yellow arrows) and contracts at atmospheric pressure (white arrows). Scale bars: 2 cm. **e** Comparison of vascular pressures between the RM⁺ and RM⁻ groups throughout the procedure revealed no statistically significant differences. The final vascular pressures on days 3–4 were 10.47 ± 6.40 mmHg and 12.93 ± 4.44 mmHg, respectively. 3D three-dimensional, RM respiratory motion, RM⁺ with RM, RM⁻ without RM, PA pulmonary artery, BPU blood pressure unit, PV pulmonary vein, PSU pressure stimulation unit, ns not significant. All error bars represent the standard deviation.

Macroscopic observations of the lungs after four days of 3D culture showed that both lungs in the RM⁺ group were extensively white, and haematoxylin and eosin (HE) staining revealed widespread cell adhesion (Fig. 3a). In contrast, in the RM^−^ group, only localised white areas were observed, primarily in the bilateral upper lobes, and HE staining showed scattered, localised cell adhesion (Fig. 3b). The cell adhesion rate was significantly higher in the RM⁺ group (33.13 ± 4.29% vs 13.60 ± 8.14%, p = 0.01, *n* = 4) (Fig. 3c, d). A detailed examination of HE-stained slides revealed minimal cell detachment in the RM⁺ group; widespread cytoplasmic detachment was observed in the RM^−^ group (Fig. 3e). The MIB-1 index was significantly higher in the RM⁺ group (71.92 ± 18.72% vs 45.90 ± 15.50%, p < 0.0001, *n* = 4) (Fig. 4a). Cleaved caspase-3 was positive only in detached cells in both groups, while adherent cells remained negative. The number of cleaved caspase-3-positive cells did not differ between the two groups (9.77 ± 6.59% vs 10.37 ± 9.69%, p = 0.746, *n* = 4) (Fig. 4b). The proportion of nuclei positive for YAP and β-catenin was significantly higher in the RM⁺ group than in the RM^−^ group (YAP, 2.51 ± 2.84% vs 0.46 ± 1.11%, p < 0.0001; β-catenin, 1.78 ± 1.55% vs 0.20 ± 0.30%, p < 0.0001; *n* = 4) (Fig. 4c, d). Furthermore, integrin β1 expression was higher in the RM⁺ group (246.8 ± 91.2 vs 154.3 ± 82.6 per field, p < 0.0001, *n* = 4) (Fig. 4e), and E-cadherin fluorescence intensity was increased in RM⁺ cells (10,167 ± 3277 vs 8530 ± 2422 per cell, p = 0.0132, *n* = 4) (Fig. 4f). Dual immunofluorescence staining of integrin β1 and collagen I, and DAPI counterstaining, showed evidence of cellular adhesion to the ECM mediated by integrin β1 and collagen I in the RM⁺ group, concomitant with increased integrin β1 expression (Fig. 4g). Similarly, dual immunofluorescence staining of integrin β1 and fibronectin, and DAPI counterstaining, revealed integrin β1 and fibronectin-mediated cellular adhesion to the ECM in the RM⁺ group (Fig. 4h).

**Fig. 3:**
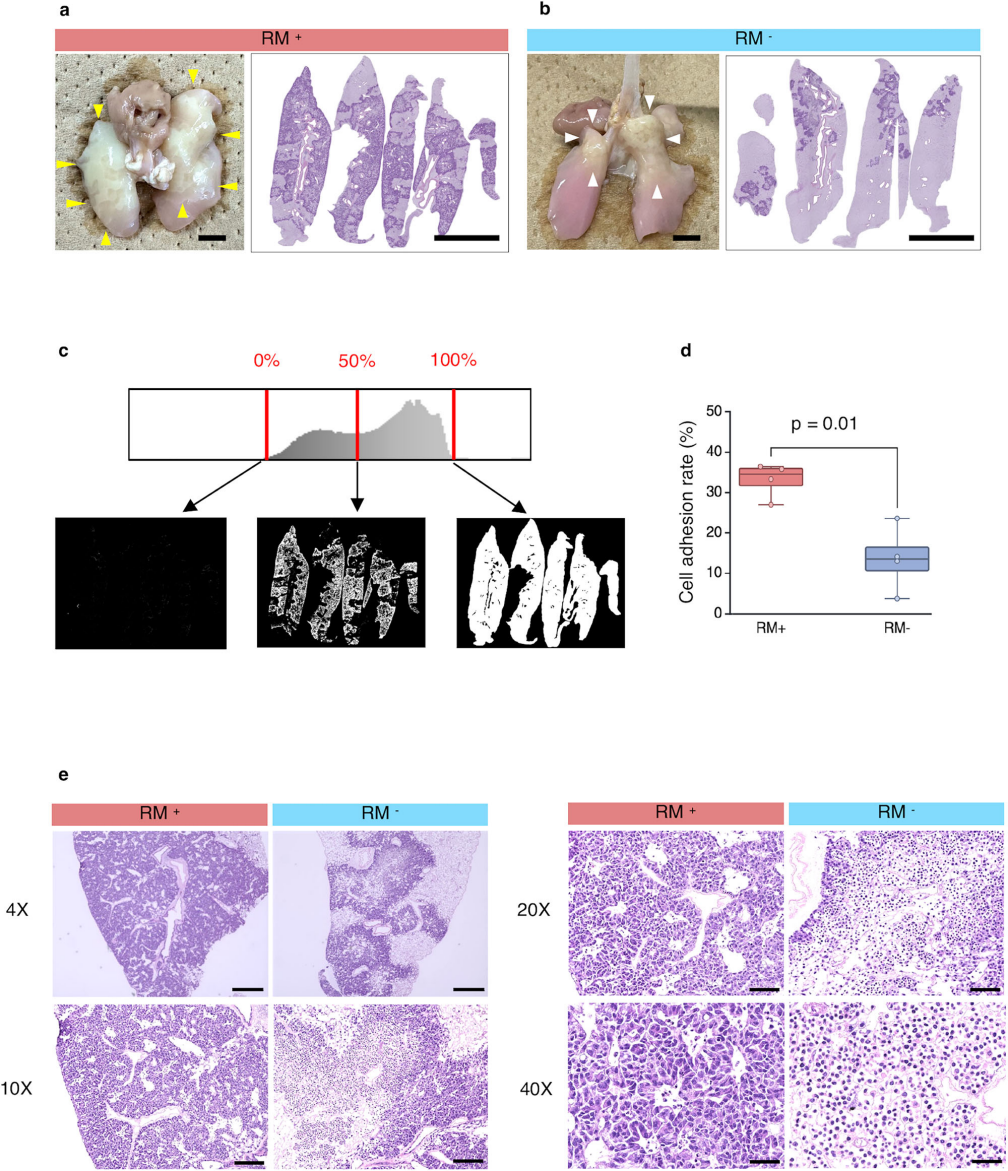
Cell adhesion rate and macroscopic/histological findings in 3D culture. **a**, **b** Macroscopic and histological appearance of lungs of the RM⁺ group and RM⁻ group. White regions observed macroscopically indicate areas of cell adhesion. In the RM⁺ group, cells were uniformly adhered throughout both lungs (yellow arrow heads), whereas in the RM⁻ group, adhesion was limited to partial regions (white arrow heads). These observations were consistent with HE staining. **c** The cell adhesion rate was calculated from HE-stained sections using the ImageJ software. Images were converted to 8-bit greyscale and analysed using a histogram-based threshold method. The lower threshold (0%) was set to begin detecting cells, and the upper threshold (100%) was set to include the entire tissue section. The proportion of the area detected at the 50% threshold was defined as the cell adhesion rate: Cell adhesion rate (%) = (Area at 50% threshold / Area at 100% threshold) × 100. **d** Comparison of cell adhesion rates. The RM⁺ group showed a significantly higher adhesion rate than the RM⁻ group (p = 0.01; *n* = 4). **e** High-power views of HE-stained sections. In the RM⁺ group, cells were widely and uniformly adhered with minimal detachment, whereas in the RM⁻ group, cell adhesion was sparse and irregular, showing frequent areas of detachment. Scale bars: **a**, **b** 5 mm; **e** (4×) 500 μm; (10×) 200 μm; (20×) 100 μm; (40×) 50 μm. 3D three-dimensional, RM respiratory motion, RM⁺ with RM, RM⁻ without RM, HE haematoxylin and eosin. All error bars represent the standard deviation.

**Fig. 4:**
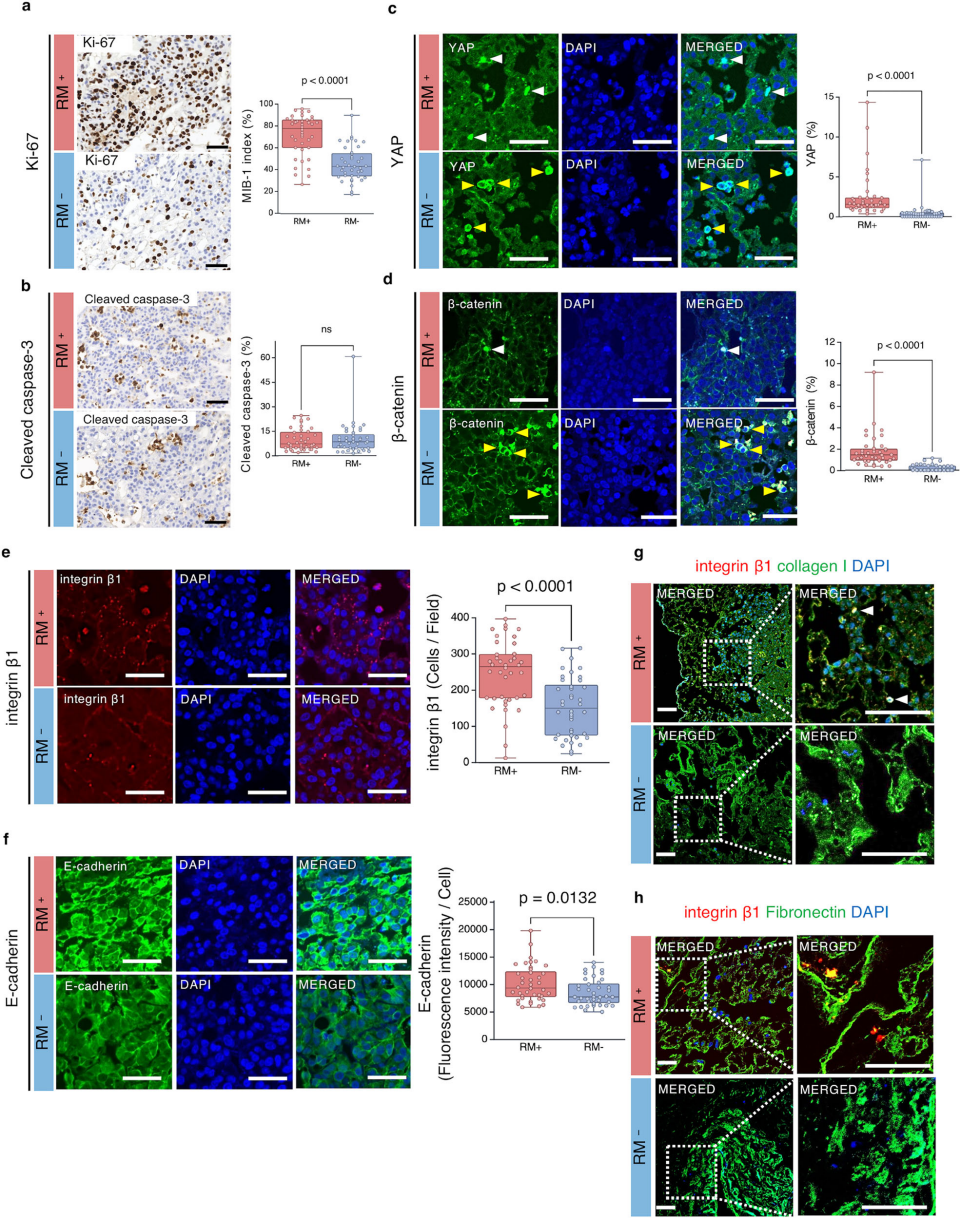
Immunohistochemistry and immunofluorescence in 3D culture. **a** Ki-67-positive cells were more frequently observed in the RM⁺ group, and the MIB-1 index (percentage of Ki-67-positive cells) was significantly higher than that in the RM⁻ group (p < 0.0001; *n* = 4). **b** Cleaved caspase-3 positivity was detected only in detached cells in both groups, with no statistically significant difference (*n* = 4). **c**, **d** The proportion of cells showing nuclear localisation of YAP (p < 0.0001) and β-catenin (p < 0.0001) was significantly higher in the RM⁺ group (white arrowheads) (*n* = 4). In contrast, in the RM⁻ group, cytoplasmic staining without nuclear localisation was frequently observed (yellow arrowheads). **e** Integrin β1 expression was significantly higher in the RM⁺ group (p < 0.0001; *n* = 4). **f** Fluorescence intensity of E-cadherin was enhanced in the RM⁺ group (p = 0.0132; *n* = 4). **g** In the RM⁺ group, findings suggestive of cellular adhesion to the ECM mediated by integrin β1 and collagen I were observed (white arrowheads). **h** In the RM⁺ group, cellular adhesion to t**h**e ECM mediated by integrin β1 and fibronectin was observed. Scale bars: (**a**–**h**) 50 μm. Note: For (**a**–**f**), each biological sample (*n* = 4) was measured in 10 randomly selected microscopic fields (regions of interest), and all data points from these fields are displayed in the scatter plots. 3D three-dimensional, RM respiratory motion, RM⁺ with RM, RM⁻ without RM, YAP yes-associated protein, ECM extracellular matrix, ns not significant. All error bars represent the standard deviation.

### RNA sequencing and quantitative reverse transcription polymerase chain reaction (qRT-PCR)

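RNA was sequenced from A549 cells, a human lung adenocarcinoma line, grown in 2D culture with RM (RM⁺ group) or without it (RM⁻ group), with 2 samples per group. In the RM⁺ group, the air pressure in the sealed chamber alternated between -5 and 0 mmHg, and RNA was taken on day 4. The sample labels place replicate 1 of both groups in batch 1 and replicate 2 of both groups in batch 2. The libraries were made from polyadenylated RNA with a kit that marks the strand. The submitters' processing notes name FastQC, Trimmomatic, HISAT2, featureCounts and DESeq2, with the human genome GRCh38. The deposited values are read counts per gene divided by a size factor per sample, for 30843 genes. Multiplied back by the size factors, 100% of the values in each sample were whole numbers within 1e-06, which gave 19228867 and 20412283 reads for the RM⁻ replicates and 18754356 and 19009997 reads for the RM⁺ replicates.

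The 2 replicates of a group differed by more than the sampling noise, with a chi-square per gene of 9.69 in the RM⁻ group and 11.3 in the RM⁺ group, where counting error alone gives about 1. The leading principal component held 41.9% of the variance and separated the RM⁺ from the RM⁻ samples, and the next held 34.4% and separated batch 1 from batch 2. Transcripts encoded in mitochondria took 5.36% and 3.69% of the reads in the RM⁻ replicates and 4.56% and 2.58% in the RM⁺ replicates. The 17632 genes with at least 10 normalized counts in at least 2 samples were tested with limma on log2(normalized count + 1), two-sided, with Benjamini-Hochberg adjustment. Fold changes are RM⁺ over RM⁻ on that scale, which understates the change of low genes. The reporting summary says that key 2D experiments were replicated independently, but no source used here says whether the sequenced replicates came from separate cultures, so the p-values measure only the spread between these samples, which may be technical. A permutation of 2 samples against 2 cannot give a two-sided p below 0.333, so the adjusted p-values rest on the spread that limma shares across genes. With no filter on low counts, no gene passed in limma (smallest adjusted p = 0.357), and its calls of single genes hold only with the filter.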

A heatmap and volcano plot of differentially expressed genes (DEGs) (p < 0.05 and log₂ fold change > 1 or < −1) in 2D cultures (*n* = 2) are shown (Fig. 5a). 

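*CDKN1A*, which encodes the cyclin-dependent kinase inhibitor p21, was 2.18-fold higher in the RM⁺ group, at 2410 ± 15.1 normalized counts (SD, n = 2) against 1109 ± 105 (SD, n = 2) in the RM⁻ group. *NR4A3*, a nuclear receptor of the NR4A family, was at 151 ± 5.77 (SD, n = 2) against 66.4 ± 4.61 (SD, n = 2) normalized counts. *CA9*, a carbonic anhydrase induced in hypoxia, was 3.67-fold lower, at 144 ± 2.08 (SD, n = 2) in the RM⁺ group and 533.5 ± 78.3 (SD, n = 2) in the RM⁻ group. The ligand gene *EFNA1* (ephrin A1) was at 105 ± 16.2 (SD, n = 2) in the RM⁺ group and 233 ± 11.9 (SD, n = 2) in the RM⁻ group. *SUSD2*, which encodes a membrane protein, was at 330.3 ± 40.2 (SD, n = 2) in the RM⁺ group and 674 ± 75.6 (SD, n = 2) in the RM⁻ group. In all 5 genes, both RM⁺ samples lay on the same side of both RM⁻ samples.

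**Figure D1:**
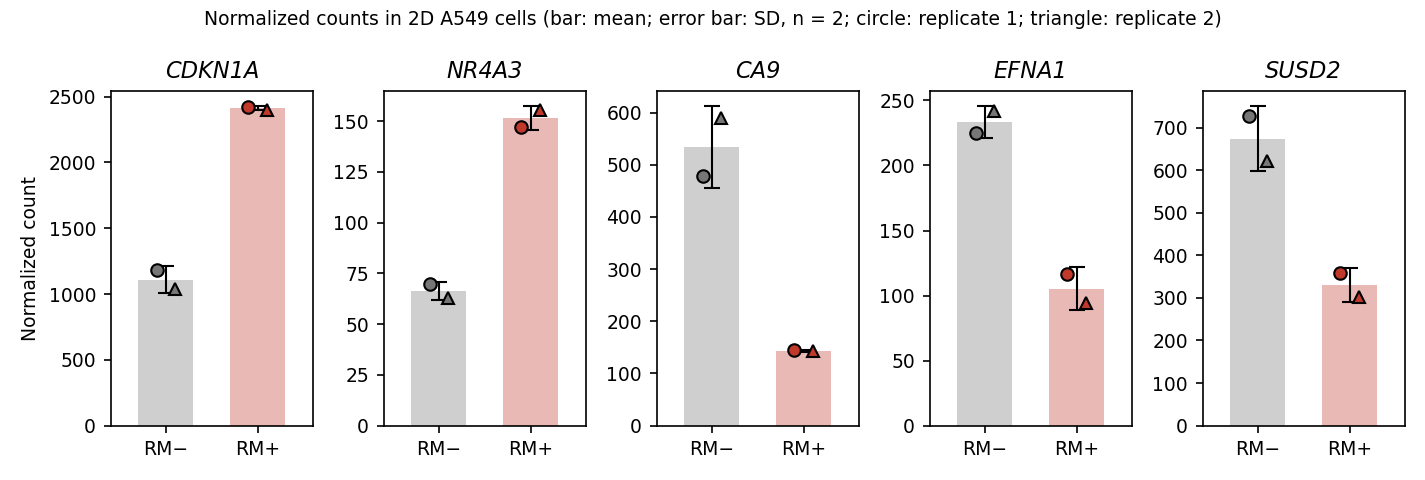
Normalized counts of *CDKN1A*, *NR4A3*, *CA9*, *EFNA1* and *SUSD2* in the RM⁻ and RM⁺ groups of the 2D culture. Bars are means, error bars the SD (n = 2), circles replicate 1 and triangles replicate 2; for *CDKN1A* the bars stand at 1109 and 2410, and for *CA9* at 533.5 and 144.

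The log2 fold change of *CDKN1A* (ENSG00000124762, chromosome 6 from 36676460 to 36687337 of GRCh38) was 1.12 (standard error 0.09, adjusted p = 6.29e-06 from limma). For *NR4A3* (ENSG00000119508, chromosome 9 from 99821855 to 99866891) it was 1.18 (standard error 0.19, adjusted p = 0.00316). *CA9* (ENSG00000107159, chromosome 9 from 35673928 to 35681159) had the smallest adjusted p of all genes tested, 2.95e-06, with a log2 fold change of -1.88 (standard error 0.14). The values of *EFNA1* (ENSG00000169242, chromosome 1 from 155127876 to 155134899) were -1.15 (standard error 0.17, adjusted p = 0.0018) and those of *SUSD2* (ENSG00000099994, chromosome 22 from 24181487 to 24189106) -1.03 (standard error 0.12, adjusted p = 0.000355). *CA9* overlaps *ARHGEF39* on the opposite strand (mean 828 normalized counts, log2 fold change -0.30, adjusted p = 0.123), and whether the counting used strand is not given in the sources used here.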

In the RM⁺ group under 2D conditions, tumour suppressor genes, *CDKN1A* and *NR4A3*, were upregulated and tumour-promoting genes, *CA9*, *EFNA1*, and *SUSD2*, were downregulated. 

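No GO term was over-represented among the DEGs called by limma after adjustment. Of the 203 DEGs (unadjusted p under 0.05 and log2 fold change above 1 or below -1), 128 carried a GO annotation, 92 of them higher and 36 lower in the RM⁺ group. Against the 13074 tested genes with an annotation, 0 of 7310 terms with 3 to 500 members passed an adjusted p of 0.05 (one-sided Fisher's exact test), and 337 passed an unadjusted p of 0.05. The smallest adjusted p was 0.114. Positive regulation of vascular associated smooth muscle cell migration had that value, with 3 of 7 members among the DEGs (*DDR2*, *IGFBP5* and *NR4A3*). Genes of the extracellular space, among them *ANGPTL4*, *CPA4*, *GREM1* and *SUSD2*, made up 15 DEGs where 4.89 would fall by chance (adjusted p = 0.259 from Fisher's exact test). Homophilic cell adhesion held 6 DEGs against 0.813 by chance (adjusted p = 0.259), among them *PCDH7* and *PCDHB13*, which encode protocadherins.

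The term extracellular space passed under other gene lists. With the p-values and fold changes of the authors' deposited table over the same genes it held 12 DEGs (adjusted p = 0.0336), the 1 term that passed. Among the 398 genes past an adjusted p of 0.05 from limma, it held 40 where 13.6 would fall by chance (adjusted p = 6.42e-06), 1 of 6 terms that passed, and cholesterol biosynthetic process held 6 of its 21 members (adjusted p = 0.0274). Without RM⁺ replicate 1, 3 terms passed, extracellular space among them, and without RM⁻ replicate 1 it passed among the lower DEGs alone (11 genes, adjusted p = 0.0162). The annotation in the deposited table gives each gene's direct terms.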

Gene Ontology (GO) analysis revealed no prominent enrichment in any of the categories. 

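Among 66 tested genes annotated to negative regulation of cell growth, 6 were higher in the RM⁺ group, 2 were lower and 58 did not pass an adjusted p of 0.05 in limma. The higher genes were *CDKN1A*, the BMP antagonist *GREM1*, the stress-induced *SESN2*, *CCN3*, *SERPINE2* and *OSGIN1*, and the lower ones *HSPA1B*, a heat shock protein 70, and *GJA1*, the gap junction protein connexin 43, and they are listed after their values were seen. With the replicate number as a block, 9 were higher and 8 lower. The median log2 fold change of the 66 genes was -0.02, and 29 of them lay above 0. At the DEG threshold, the term held 3 genes (*CDKN1A*, *GREM1* and *SESN2*) against 0.646 by chance, with p = 0.0268 and adjusted p = 1 from Fisher's exact test. Of 27 tested genes annotated to negative regulation of G1/S transition of mitotic cell cycle, *CDKN1A* and the membrane glycoprotein gene *GPNMB* were higher, none was lower and 25 did not pass, while under the block *SLFN11* was lower too (-0.40, adjusted p = 0.00133; named after its value was seen). *CDKN1A* and *GPNMB* were DEGs, against 0.264 by chance (p = 0.0285 and adjusted p = 1 from Fisher's exact test). The study picked these 2 terms on the same samples, so their counts are not independent evidence.

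Genes of the cell cycle itself showed few single changes. Of 25 genes of S phase and DNA replication, 1 was higher, none was lower and 24 did not pass (also 1 higher when adjusted over the list alone), with a median log2 fold change of -0.03 and no shift of the list in limma's camera test (adjusted p = 0.749). The higher gene was *CCNE1* (cyclin E1), with a log2 fold change of 0.42 (adjusted p = 0.046), and it no longer passed without RM⁻ replicate 2, RM⁺ replicate 1 or RM⁺ replicate 2, nor in edgeR with TMM, DESeq2 or limma-voom. Under the block, 3 of these genes were higher. None of 25 genes of G2/M and mitosis passed on its own, nor when adjusted over the list alone, but 22 of them lay below 0. Their median was -0.11, and the list passed the camera test (adjusted p = 0.000413), though not with an estimated correlation (adjusted p = 0.366) nor without RM⁺ replicate 1 (adjusted p = 0.0903). With the block, 4 were lower, *CCNB2*, *BUB1*, *AURKA* and *TPX2*.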

Although these terms were not statistically significant, processes such as “negative regulation of cell growth” and “negative regulation of G1/S transition of mitotic cell cycle”, which are associated with suppression of cell proliferation and cell cycle progression, were enriched in the ‘Biological Process’ category. In the qRT-PCR analysis, no significant differences were observed for *EFNA1*, a tumour-promoting gene, or for *integrin β1*, a well-characterised adhesion-related gene, as well as *CTGF* and *CCND1* (encoding cyclin D1), both of which are upregulated by YAP nuclear translocation when the Hippo pathway is inactivated. In contrast, the tumour suppressor genes *CDKN1A* (p = 0.0343) and *NR4A3* (p = 0.0493) were significantly upregulated in the RM⁺ group (Fig. 5b).

**Fig. 5:**
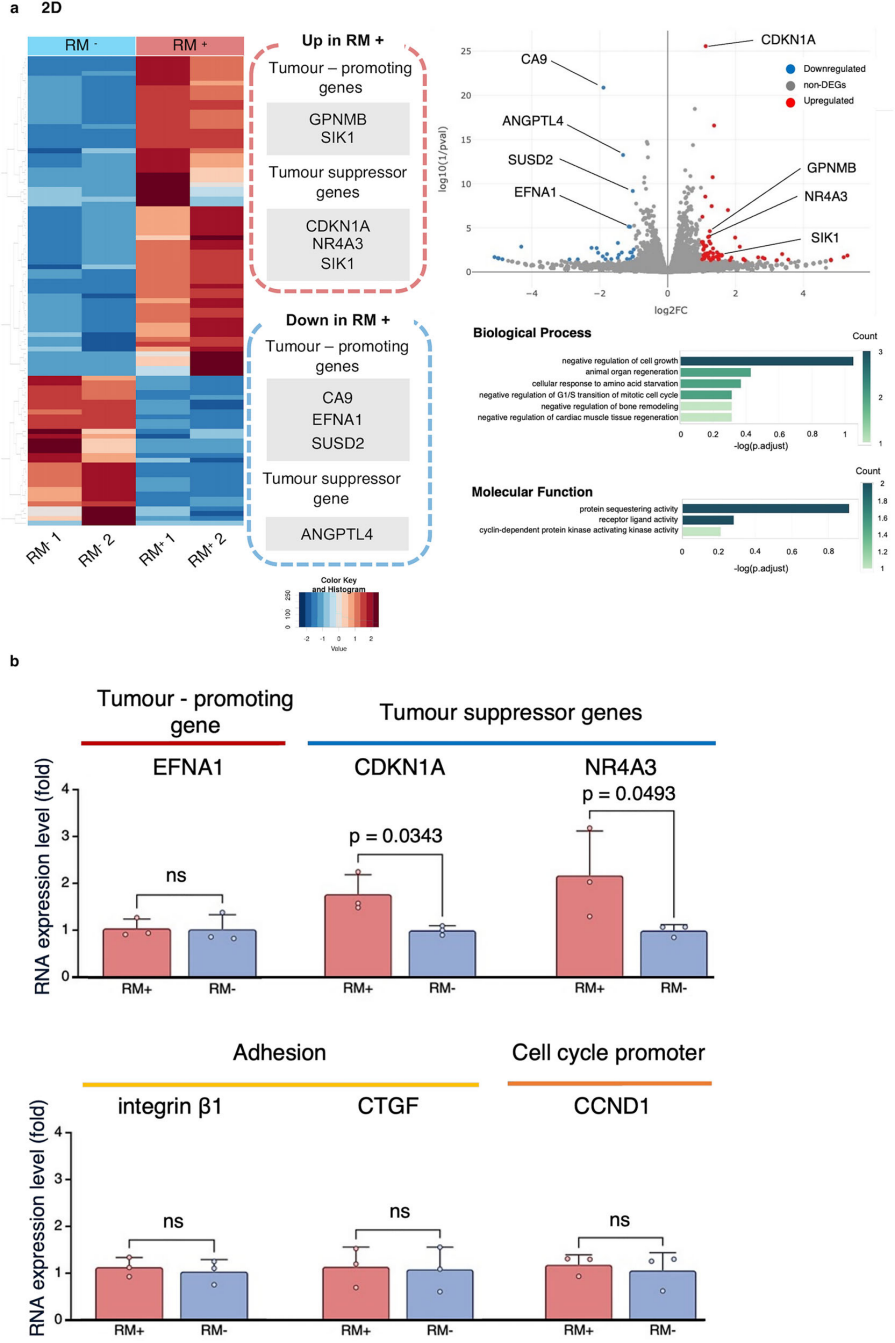
RNA sequencing and qRT-PCR validation in 2D culture. **a** Heatmaps and volcano plots of DEGs (non-adjusted p < 0.05 and log₂ fold change > 1 or < −1) between the RM⁺ group and RM⁻ group in 2D culture conditions (*n* = 2). Results of GO analysis are shown. In the 2D culture, the RM⁺ group showed upregulation of tumour suppressor genes, such as *CDKN1A* and *NR4A3*, and downregulation of tumour-promoting genes, including *CA9, EFNA1*, and *SUSD2*. No significant enrichment was observed in GO analysis. Although not statistically significant, enrichment trends were found under the Biological Process category for terms including “negative regulation of cell growth” and “negative regulation of G1/S transition of mitotic cell cycle”. **b** In the qRT-PCR analysis, no significant differences were observed for *EFNA1*, *integrin β1*, *CTGF*, or *CCND1*. The tumour suppressor genes *CDKN1A* (p = 0.0343) and *NR4A3* (p = 0.0493) exhibited significantly higher expression in the RM⁺ group. Data are presented as mean ± SD (*n* = 3). Error bars indicate the SD from three independent experiments. qRT-PCR quantitative reverse transcription polymerase chain reaction, DEG differentially expressed gene, RM respiratory motion, RM⁺ with RM, RM⁻ without RM, 2D two-dimensional, GO gene ontology, SD standard deviation, ns not significant. All error bars represent the standard deviation.

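The largest increase among called genes with a mean of at least 100 normalized counts was that of *CPA4*, which encodes carboxypeptidase A4 (chromosome 7 from 130293134 to 130324180). It stood at 176 ± 52.2 normalized counts (SD, n = 2) in the RM⁺ group and 51.5 ± 2.90 (SD, n = 2) in the RM⁻ group, a log2 fold change of 1.72 (standard error 0.22, adjusted p = 0.000674 from limma). *GPNMB*, a lysosome-associated glycoprotein gene (chromosome 7 from 23235967 to 23275108), was at 171 ± 7.21 (SD, n = 2) against 72.3 ± 6.22 (SD, n = 2). The long non-coding RNA *ERVE-5* (1.36, adjusted p = 1.96e-05), the oestrogen-responsive gene *GREB1* (1.33, adjusted p = 0.000102), *GREM1* (1.29, adjusted p = 0.000593) and *REEP1* (1.04, adjusted p = 0.00751) were also higher, by log2 fold change. The p53 target *SPATA18* was 2.15-fold higher (adjusted p = 0.000237).

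On the lower side, *ANGPTL4*, a secreted inhibitor of lipoprotein lipase (chromosome 19 from 8363289 to 8374370), was at 235.5 ± 8.26 normalized counts (SD, n = 2) in the RM⁺ group and 585 ± 63.1 (SD, n = 2) in the RM⁻ group. Its log2 fold change was -1.31 (standard error 0.12, adjusted p = 2.9e-05 from limma). *NTS*, the precursor of neurotensin, had a log2 fold change of -1.09 (adjusted p = 0.00222), and *RASSF9* and *HR* each of -0.94 (adjusted p = 0.00467 and 0.000784). *TF*, which encodes transferrin, had -0.99 (adjusted p = 0.00257), and another gene with a mean of 1555 normalized counts overlaps it on the same strand. *PFKFB4*, a regulator of glycolysis, had -0.92 (adjusted p = 0.0113), which became -0.64 (adjusted p = 0.0861) without RM⁻ replicate 2. *TNS1*, the focal adhesion protein tensin 1, had -1.00 (adjusted p = 0.0421). It no longer passed in edgeR, DESeq2 or limma-voom, nor without RM⁻ replicate 2 (-0.67) or RM⁺ replicate 2 (-0.64).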

In 3D cultures (*n* = 4), *INHBA*, *LOX*, *LRRC15*, and *CXCL12*, potentially involved in cell proliferation and adhesion, were upregulated (Fig. 6a). GO analysis showed no statistically significant enrichment in the ‘Biological Process’ category. However, “extracellular space”, “protein complex involved in cell–cell adhesion”, and “extracellular region” under the ‘Cellular Component’ category, were enriched. “Cytokine activity” was significantly enriched under the ‘Molecular Function’ category. In the qRT-PCR analysis, no statistically significant differences were observed for *LOX*, *CXCL12*, or *CCND1*. By contrast, *integrin β1* (p = 0.0277), which is involved in cell adhesion, and *CTGF* (p = 0.0296), a canonical YAP target gene upregulated upon YAP nuclear translocation, were significantly upregulated in the RM⁺ group. (Fig. 6b). Gene set enrichment analysis (GSEA) identified one significantly enriched gene set in the RM⁺ group (Androgen Response; enrichment score (ES): 0.3, normalized enrichment score (NES): 1.44, p < 0.0001) and three in the RM^−^ group (Peroxisome; ES: −0.33, NES: −1.59, p < 0.0001; Acid Metabolism; ES: −0.41, NES: −1.58, p < 0.0001; P53 Pathway; ES: −0.28, NES: −1.42, p = 0.0059) (Fig. 6c). 

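In 2D culture, limma called 132 genes higher and 71 lower in the RM⁺ group at an unadjusted p under 0.05 and a log2 fold change above 1 or below -1. Protein-coding genes made up 129 of these 203, and long non-coding RNAs 62. Many were weakly expressed, with 114 of the 203 at a mean under 20 normalized counts. The authors' deposited table calls 97 genes at the same threshold, 68 of them protein-coding and 23 long non-coding RNAs. Of those 97, 19 have a mean under 10 normalized counts, 85 were among the genes tested in limma, and 80 of them were DEGs there too. *CDKN1A*, *NR4A3*, *SIK1*, *CPA4* and *GREM1* were higher and *CA9*, *ANGPTL4*, *EFNA1* and *SUSD2* lower in both sets. The count fell to 85 DEGs when each gene needed at least 10 normalized counts in every sample, and was 883 with no filter. Without RM⁺ replicate 1 there were 113 higher and 202 lower. The 3D samples were not analysed here.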

DEGs upregulated or downregulated in the 2D and 3D models were 66/31 and 63/64, respectively. Among them, *SIK1* was the only commonly regulated DEG in both models (Fig. 6d).

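*SIK1*, which encodes salt-inducible kinase 1 (ENSG00000142178, chromosome 21 from 43414483 to 43427131), was at 463 and 201 normalized counts in RM⁺ replicates 1 and 2 and at 132 and 91.8 in RM⁻ replicates 1 and 2. Its log2 fold change in 2D was 1.46 (standard error 0.27, adjusted p = 0.00751 from limma). It was 1.80 within batch 1 and 1.12 within batch 2. Without RM⁺ replicate 1 the value fell to 0.86 (adjusted p = 0.0105), below the DEG threshold, and without RM⁺ replicate 2 it was 2.06. The authors' deposited table gives *SIK1* a log2 fold change of 1.57 with an unadjusted p of 0.0137 and an adjusted p of 0.549. DESeq2 run here, the same test adjusted over fewer genes, gave an adjusted p of 0.239. The near-identical copy *SIK1B* shares 94.2% of the 31-base words of the longest *SIK1* transcript, so reads of the 2 genes could be split by the counting and the value of *SIK1* is uncertain. *SIK1B* itself had a mean of 2434 normalized counts and a log2 fold change of -0.14 (adjusted p = 0.623 from limma).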

**Fig. 6:**
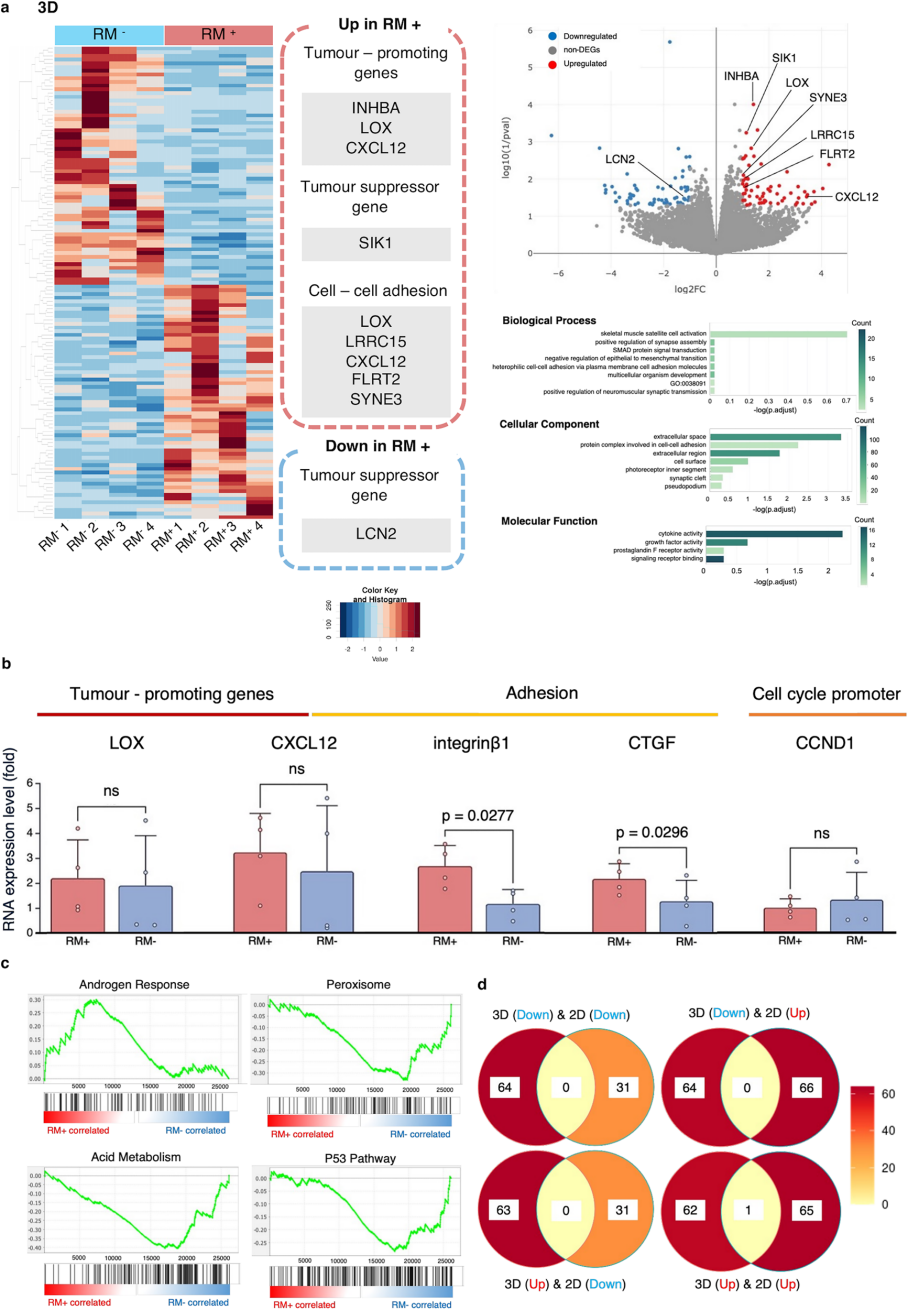
RNA sequencing and qRT-PCR validation in 3D culture, with integrated GSEA and Venn diagram analysis of 2D and 3D results. **a** Heatmaps and volcano plots of DEGs (non-adjusted p < 0.05 and log₂ fold change > 1 or < −1) between the RM⁺ group and RM⁻ group in 3D culture conditions (*n* = 4). Results of GO analysis are shown. The RM⁺ group exhibited upregulation of genes potentially involved in cell proliferation and adhesion, such as *INHBA, LOX, LRRC15*, and CXCL12. No significant enrichment was observed in the Biological Process category. However, “extracellular space”, “protein complex involved in cell–cell adhesion” and “extracellular region” were enriched under the Cellular Component category and “cytokine activity” under the Molecular Function category. **b** In the qRT-PCR analysis, no statistically significant differences were observed for *LOX*, *CXCL12*, or *CCND1*; however, *integrin β1* (p = 0.0277) and *CTGF* (p = 0.0296) were significantly upregulated in the RM⁺ group (*n* = 4). Data are presented as mean ± SD, and error bars indicate the SD from three independent experiments. **c** GSEA based on the gene expression profiles in 3D culture revealed significant upregulation of the “androgen response” gene set in the RM⁺ group (p < 0.0001) and “peroxisome” (p < 0.0001), “acid metabolism” (p < 0.0001), and “P53 pathway” (p = 0.0059) gene sets in the RM⁻ group (*n* = 4). **d** Venn diagram of DEGs identified in 2D and 3D cultures. Only one gene was commonly upregulated across both models; no other common DEG was identified. qRT-PCR quantitative reverse transcription polymerase chain reaction; 3D three-dimensional, GSEA gene set enrichment analysis, 2D two**-**dimensional, DEG differentially expressed gene, RM respiratory motion, RM⁺ with RM, RM⁻ without RM, GO gene ontology, SD standard deviation, ns not significant. All error bars represent the standard deviation.

## Discussion

In the ex vivo 3D lung cancer model, the group subjected to RM—mimicking human-like breathing—exhibited enhanced cell adhesion and proliferation compared to the group with no motion, accompanied by changes in gene expression and signalling pathways that could explain these phenomena. In contrast, adding RM in 2D cultures led to suppressed cell proliferation and a markedly different gene expression profile in RNA sequencing compared to the 3D model. These findings highlight that cellular behaviour is strongly influenced by the experimental model and external mechanical environment. Our findings emphasise the importance of incorporating RM in a 3D ECM that supports mechanosensing to investigate lung cancer biology more accurately.

Lung adenocarcinoma cells are naturally exposed to continuous mechanical stimuli within the pulmonary microenvironment, including pressure fluctuations, stretch forces associated with RM, and blood flow. A bioreactor, as a closed system, is capable of controlling environmental parameters such as temperature, oxygen, pressure, and nutrient supply to maintain and promote biological processes under optimal conditions. Bioreactors incorporating combined perfusion and ventilation models have been reported to improve nutrient distribution and promote cell proliferation, thereby resulting in more uniform cell distribution^5,26,27^. In our study, a bioreactor equipped with a pressure chamber and perfusion system successfully provided an environment in which both vascular and intrathoracic pressures remained within the physiological ranges reported in humans^28–30^. Notably, unlike conventional volume-controlled systems^25^, our system employed pressure-controlled regulation, enabling the reproduction of stretch stress generated by large, multidirectional deformation of lung tissue^21^.

Taken together, these findings indicate that the bioreactor used in this study provides a platform that closely replicates the physiological lung microenvironment and offers a robust system for investigating the mechanobiological responses of lung cancer cells.

In the 2D RM⁺ group, cell proliferation was suppressed, and apoptosis was induced. 

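Targets of p53 were higher as a group in the RM⁺ group. Of 27 such genes, 16 were higher, none was lower and 11 did not pass an adjusted p of 0.05 from limma (23 higher when adjusted over the list alone), and all 27 had a log2 fold change above 0. The median was 0.49. Besides *CDKN1A* they included *SESN2*, a sestrin induced by stress, at 367 ± 8.80 normalized counts (SD, n = 2) in the RM⁺ group and 181 ± 22.8 (SD, n = 2) in the RM⁻ group, with a log2 fold change of 1.02 (adjusted p = 0.00102), and *TP53INP1*, a p53-induced nuclear protein, with 0.98 (adjusted p = 0.000209). *TP53INP1* overlaps *NDUFAF6* on the opposite strand, whose mean was 293 normalized counts. The list passed limma's camera test (adjusted p = 1.47e-29) but not with an estimated correlation (adjusted p = 0.141). Among 5 cyclin-dependent kinase inhibitors tested, *CDKN1A* alone passed, also when adjusted over the list alone, and *CDKN1B* (p27) had a log2 fold change of -0.20 (adjusted p = 0.311). Their median was -0.03 while the camera test pointed up (adjusted p = 0.277). It passed with the replicate block (adjusted p = 0.00425), in DESeq2 (0.00278), without RM⁻ replicate 1 (0.0228) and without RM⁺ replicate 1 (0.0182), a list that holds *CDKN1A* as its only called member.

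Of 24 immediate-early and NR4A genes, *NR4A3*, *SIK1*, *ATF3*, *DUSP5* and *BTG2* were higher, *JUNB* was lower and 18 did not pass (8 higher and 1 lower when adjusted over the list alone). *ATF3*, a stress-induced transcription factor, had a log2 fold change of 0.89 (standard error 0.17, adjusted p = 0.00992) and *DUSP5*, a phosphatase of ERK, of 0.48 (adjusted p = 0.0104); neither passed without RM⁺ replicate 1. *BTG2* (0.60), which is also in the p53 list, and *JUNB* (-0.43) are named after their values were seen. The list had a median of 0.11 and a camera adjusted p of 0.00278 (0.566 with an estimated correlation, 0.055 with no filter on low counts, 0.2 without RM⁻ replicate 2, where the median was 0.02, and 0.639 without RM⁺ replicate 1, where the median was -0.03). Without RM⁻ replicate 1 or RM⁺ replicate 2, 9 were higher and none lower (medians 0.19 and 0.21), without RM⁺ replicate 1, 4 were higher and 3 lower, and under the block, 8 and 2.

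Hypoxia-inducible genes were lower as a group. Of 34, none was higher, 9 were lower and 25 did not pass (13 lower when adjusted over the list alone), 27 lay below 0 and the median was -0.24. Besides *CA9*, *ANGPTL4* and *EFNA1*, *NDRG1*, a stress-responsive gene, was at 2057 ± 84.6 normalized counts (SD, n = 2) in the RM⁺ group and 3046 ± 411 (SD, n = 2) in the RM⁻ group (log2 fold change -0.56, standard error 0.10, adjusted p = 0.0043). The camera test gave an adjusted p of 8.7e-13, and 0.331 with an estimated correlation. With the replicate block 17 were lower, and without RM⁻ replicate 2 only 5 were, with a median of -0.12 (-0.37 without RM⁻ replicate 1).

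**Figure D2:**
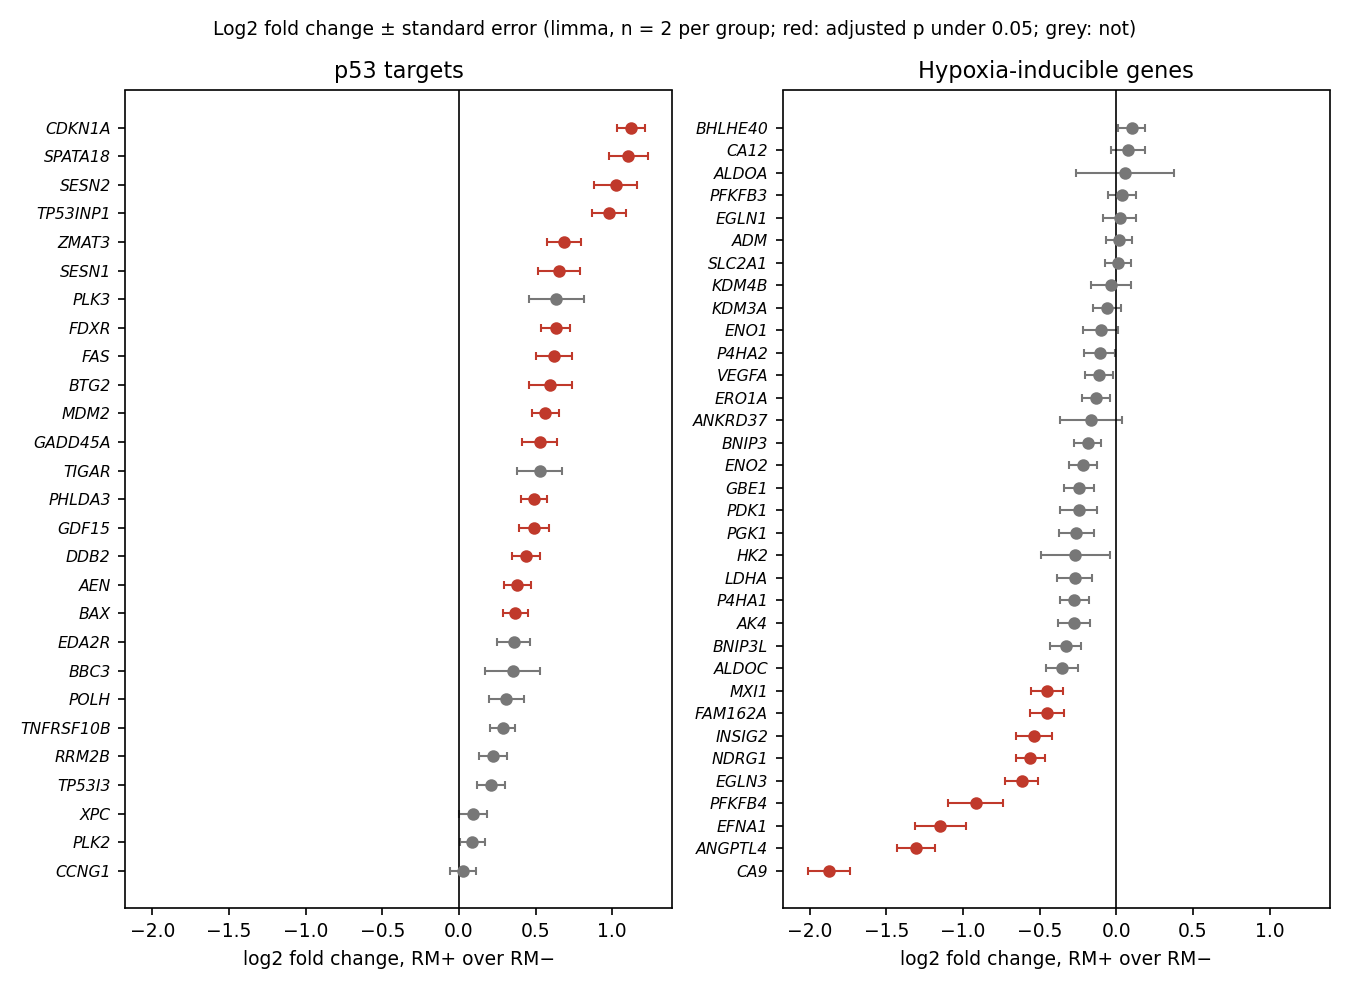
Log2 fold change (RM⁺ over RM⁻) of each tested member of the p53 target list (27 genes) and the hypoxia-inducible list (34 genes) in 2D culture. Points are limma estimates with their standard errors, and red points passed an adjusted p of 0.05, 16 above 0 among p53 targets and 9 below 0 among hypoxia-inducible genes.

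The 13 mRNAs encoded in mitochondria, which also vary with RNA quality, leaned lower as a list in the RM⁺ group. All 13 lay below 0, with a median of -0.44, and none passed on its own or when adjusted over the list alone, while 11 were lower under the block, 7 without RM⁻ replicate 2 (median -0.69) and 11 without RM⁺ replicate 1 (median -0.85). As a list they passed the camera test (adjusted p = 7.39e-05), but not with an estimated correlation (adjusted p = 0.475). Their median was -0.19 without RM⁻ replicate 1 and 0.005 without RM⁺ replicate 2, where the camera direction turned up. A fit with 1 sample left out has 1 group in a single batch, and batch 1 had the larger mitochondrial share in both groups. A batch difference thus enters these medians. Within batches 1 and 2 the medians were -0.24 and -0.61, with 12 of 13 mRNAs below 0 in each.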

RNA sequencing revealed upregulation of tumour suppressor genes, including *CDKN1A* and *NR4A3*^31,32^, and downregulation of tumour-promoting genes, including *CA9*, *EFNA1*, and *SUSD2*^33–36^. Furthermore, nuclear translocation of YAP was observed in both RM⁺ and RM^−^ groups, with no significant difference between the two conditions, whereas β-catenin did not exhibit nuclear translocation in either group. qRT-PCR analysis also confirmed significant upregulation of tumour suppressor genes, supporting the RNA-seq findings. Collectively, these results suggest that in a 2D environment, where only a rigid substrate is provided and the native softness of the tissue is not recapitulated, negative pressure functions as a stressor, and RM alone is insufficient to activate intracellular signalling pathways.

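Targets of YAP and TAZ moved both ways in 2D culture. Of 22 tested, *ANKRD1* and *GADD45A* were higher, *IGFBP3*, *AXL* and *NT5E* were lower and 17 did not pass an adjusted p of 0.05 from limma (5 higher and 3 lower when adjusted over the list alone, and likewise 5 and 3 under the replicate block). *ANKRD1*, a cardiac ankyrin repeat gene, was at 509 ± 57.9 normalized counts (SD, n = 2) in the RM⁺ group and 284.5 ± 41.4 (SD, n = 2) in the RM⁻ group, with a log2 fold change of 0.84 (adjusted p = 0.00257). *IGFBP3*, which binds insulin-like growth factors, had -0.59 (adjusted p = 0.00169), the receptor tyrosine kinase *AXL* -0.56 (adjusted p = 0.00527), and *GADD45A*, also a p53 target, 0.53 (adjusted p = 0.018). *NT5E* (-0.46) is named after its value was seen. The median of the list was 0.07 and its camera adjusted p 0.277; without RM⁻ replicate 2, 1 gene was higher and 2 were lower, and *GADD45A* no longer passed. Of 12 Wnt/β-catenin targets, *DKK1*, a secreted Wnt inhibitor, was lower, none was higher and 11 did not pass (1 higher and 2 lower when adjusted over the list alone and under the block). *DKK1* had a log2 fold change of -0.58 (adjusted p = 0.00261) and overlaps the opposite-strand *PRKG1-AS1*, which had -0.45 (adjusted p = 0.0255). The list had a median of -0.11 and a camera adjusted p of 0.19, or 0.0403 in DESeq2. Without RM⁻ replicate 1, 2 of its genes were lower and the median was -0.05.

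Genes of stress responses other than p53 gave smaller shifts, though *SESN2* of the ATF4 list is also in the p53 list. Of 26 genes of the ATF4 and amino acid stress response, 5 were higher, none was lower and 21 did not pass (7 higher and 2 lower when adjusted over the list alone), with a median of 0.15. The higher genes were *SESN2*, *STC2* (0.55, adjusted p = 0.00391), *TRIB3* (0.46, adjusted p = 0.00688), *ATF5* (0.47, adjusted p = 0.0149) and *CHAC1* (0.80), the last named after its value was seen; *ATF5* overlaps *NUP62* on the opposite strand. Their camera adjusted p was 1.05e-05, and 0.331 with an estimated correlation. The block made 8 of them higher and 2 lower, and without RM⁻ replicate 2 there were 3 and 1, with *ATF5* no longer among them. Among 11 heat shock genes, *HSPA1B* was lower, none was higher and 10 did not pass (4 lower when adjusted over the list alone), and the median was -0.20. *HSPA1B* had -0.63 (adjusted p = 0.00257) but shares 73.1% of its 31-base words with *HSPA1A* (-0.34, adjusted p = 0.0549), so its reads could be split. The list passed the camera test (adjusted p = 1.05e-05), though not with an estimated correlation (adjusted p = 0.331). It had 6 lower genes under the block, 3 in DESeq2, and 2 without RM⁻ replicate 1 or RM⁺ replicate 1. Of 19 NRF2 targets, *OSGIN1* was higher (0.51, adjusted p = 0.00364), none was lower and 18 did not pass (2 higher when adjusted over the list alone; 4 higher and 1 lower under the block; 3 higher in DESeq2). The median was -0.02 while the camera test pointed up (adjusted p = 0.183). The paper reports less proliferation and more apoptosis in the RM⁺ group, with higher tumour suppressor genes (also by qRT-PCR) and lower tumour-promoting genes. It found YAP nuclear to a similar degree in both groups and β-catenin nuclear in neither. From these results the paper proposes that negative pressure on a rigid substrate stresses the cells and that RM is not enough to activate signalling by itself.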

In contrast, in the 3D RM⁺ group, apoptosis was not induced; instead, the proliferation rate increased, accompanied by a marked enhancement of cell adhesion. RNA sequencing demonstrated upregulation of genes involved in cell adhesion and proliferation, such as *INHBA*, *LOX*, *LRRC15*, and *CXCL12*^37–41^, and GO analysis revealed significant enrichment of genes related to cell–cell adhesion and ECM components. GSEA revealed an enriched gene set of the P53 pathway in the RM^−^ group, suggesting that, unlike in the 2D environment, the absence of RM may act as a stressor for cells. Moreover, qRT-PCR confirmed upregulation of *integrin β1* and *CTGF*, which was not observed in the 2D environment. Taken together, these results indicate that in the 3D model, in which the alveolar scaffold functions as a supportive structure for attaching cells, negative pressure does not act as a stressor; rather, mechanosensing and activation of the YAP/TAZ pathway tend to predominate. Therefore, the increased proliferation observed in the 3D RM⁺ group is more likely attributable not to the direct effect of RM itself but to the secondary consequence of enhanced stability of cell adhesion induced by RM.

These findings underscore that even when the same cell line is exposed to identical RM, gene expression responses differ substantially depending on dimensionality and the physical scaffolding provided. In other words, the “input” of mechanical stimulation (rigid substrate versus compliant alveolar scaffold) and the “output” (cell-cycle regulation versus ECM remodelling) may be switched according to dimensional context. Indeed, only one DEG, *SIK1*, was shared between the 2D and 3D models, supporting this interpretation.

Previous studies have demonstrated that 3D models more accurately recapitulate the physiological dynamics of cancer cells^14,42–46^; however, few have directly compared dimensional models under mechanical stress. In this study, we performed such a direct comparison and confirmed that 3D models faithfully reproduce both the lung tissue microenvironment and the mechanical cues present in vivo, thereby highlighting the profound influence of model choice on cellular behaviour.

Integrin β1 is a well-characterised mechanosensor that mediates cell adhesion by binding to components such as fibronectin, collagen, and laminin, thereby converting mechanical stimuli into intracellular biochemical responses^47–49^. E-cadherin plays a critical role in cell–cell adhesion and epithelial–mesenchymal transition^50,51^. In this study, the RM⁺ group showed a tendency toward co-localisation of integrin β1 with fibronectin or collagen I, along with enhanced expression of E-cadherin, whereas these features were insufficient in the RM^−^ group. These observations suggest that RM-induced three-dimensional expansion of the lung^21,52^ enhances mechanosensitivity through alveolar scaffold stretching, thereby promoting the expression of adhesion-related proteins that strengthen both cell–scaffold and cell–cell interactions.

Moreover, increased nuclear translocation of β-catenin and YAP, together with upregulation of the downstream factor CTGF, was observed, indicating that the process by which cells sense and transmit physical stress was facilitated. β-catenin is involved in both cell adhesion and Wnt signalling; upon nuclear translocation, it binds to transcription factors (TCF/LEF) to promote gene expression^47^. Cyclic stretch has also been reported to enhance Wnt/β-catenin signalling in A549 cells^50^.

Taken together, these findings indicate that RM-induced signal transduction first involves the upregulation of integrin β1 and the enhancement of cellular adhesion. Signals are then transmitted, either directly via integrin β1 to β-catenin and YAP^53^ or indirectly, culminating in the upregulation of *CTGF*, which contributes to functional responses such as enhanced proliferation and adhesion^54^. Accurate replication of mechanical stretch is therefore essential for understanding cellular responses^51^, and our study underscores the necessity of incorporating RM in 3D models to investigate lung cancer biology with physiological fidelity.

Currently, experimental approaches to reproduce 3D environments include hydrogel-based culture systems and microfluidic technologies such as the “Lung-on-a-chip” model^15–18^. Each of these models possesses distinct advantages and limitations and differs substantially from the ex vivo 3D lung cancer model employed in this study.

Hydrogels enable 3D cell culture and provide a more physiologically relevant context for cell–cell and cell–ECM interactions compared with 2D culture^16^. However, the composition of Matrigel differs from that found in the tumour microenvironment (e.g., complexes containing structural proteins such as collagen and elastin), making it difficult to faithfully reproduce ECM components derived from specific tissues or cell types.

The “Lung-on-a-chip” system utilises microfluidic devices to culture cells within microscale channels that mimic the dynamic environment of the lung^55^. A notable advantage of this model is the ability to establish air–liquid interface cultures, which are essential for replicating lung-specific functionality. Nevertheless, the complexity of device fabrication and operation, as well as limitations in culture scale, make this model less suitable for tissue-level investigations^56^.

In contrast, our ex vivo 3D model preserves the microenvironment of actual lung tissue, enabling observation of cellular adhesion, proliferation, and tissue-level responses. This model allows investigation of changes in signalling pathways dependent on the ECM, which functions as a structural and biochemical scaffold—features that are difficult to reproduce using conventional 2D culture or artificial matrices such as hydrogels. However, in the present study, we did not directly compare our model with other widely used 3D systems, such as organoids or “Lung-on-a-chip,” and therefore its relative superiority within the broader landscape of 3D culture systems remains to be determined.

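After adjustment for multiple testing, 398 genes differed between the groups in 2D culture, 258 of them higher and 140 lower in the RM⁺ group (adjusted p under 0.05 from limma). All 398 had the same direction within batch 1 and within batch 2, but they were called on these same samples, which favours that outcome. Most of these changes were small, with 352 at a log2 fold change between -1 and 1. Among these, the integrin gene *ITGB4* was at 2461 ± 145 normalized counts (SD, n = 2) in the RM⁺ group and 3431 ± 110 (SD, n = 2) in the RM⁻ group (log2 fold change -0.48, adjusted p = 0.0053). Of the 203 DEGs in limma, 46 also passed the adjusted p, among them *CDKN1A*, *NR4A3*, *CA9*, *EFNA1* and *SUSD2*. In the authors' deposited table, adjusted over all 30843 genes, 224 genes have an adjusted p under 0.05 (147 higher and 77 lower), and 17 of the authors' 97 DEGs are among them.

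The count depended on how the spread was modelled and on the filter. With the replicate number as a block, 1717 genes passed (900 higher and 817 lower), the 398 included, and without RM⁻ replicate 1, 622 passed. With no filter on low counts, limma called 0 genes, with 2911 at an unadjusted p under 0.05. After its own filter edgeR called 347. DESeq2 called 323, also after a filter of its own, which left 17939 of the 30843 genes without an adjusted p.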

The DEGs identified in this study were based on p < 0.05 without multiple testing correction and should therefore be interpreted cautiously, acknowledging their exploratory nature. 

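In the RNA-seq data of the 2D culture, the mRNA of integrin β1 (*ITGB1*, chromosome 10 from 32887273 to 33005792) was abundant and close to equal in the groups, at 32012 ± 2847 normalized counts (SD, n = 2) in the RM⁺ group and 32199 ± 1347 (SD, n = 2) in the RM⁻ group. Its log2 fold change was -0.01 (standard error 0.11, adjusted p = 0.981 from limma). *CCN2*, the gene of CTGF (chromosome 6 from 131948176 to 131951372), was at 2433 ± 248 (SD, n = 2) against 2197 ± 131 (SD, n = 2), a log2 fold change of 0.15 (standard error 0.09, adjusted p = 0.516). *CCND1*, which encodes cyclin D1 (chromosome 11 from 69641156 to 69654474), was at 5502 ± 47.0 (SD, n = 2) against 4632 ± 292 (SD, n = 2), a log2 fold change of 0.25 (standard error 0.08, adjusted p = 0.164), and with the replicate block its adjusted p was 0.00265. *CCN2* overlaps *CCN2-AS1* and *CCND1* overlaps *LTO1* on the opposite strand, with means of 350 and 1053 normalized counts. *EFNA1*, for which the paper saw no significant difference by qRT-PCR (n = 3), was lower in these samples, and *CDKN1A* and *NR4A3* were higher by both methods.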

The incomplete concordance between RNA-seq and qRT-PCR results may reflect differences in statistical thresholds and sample sizes, as well as the influence of post-transcriptional regulation or mRNA stability. Accordingly, in interpreting the results, we placed greater emphasis on the consistency of directional changes rather than on absolute values.

This study revealed substantial differences in gene and protein expression between 2D and 3D cultures, as well as between conditions with and without RM. These findings demonstrate that cellular behaviour and gene expression on 2D substrates do not fully recapitulate those observed in 3D environments or in vivo. Our work highlights the limitations of conventional 2D models in basic research and emphasises the need for 3D culture systems that incorporate RM and appropriate scaffolding. While the insights obtained here are based on in vitro models and should be extrapolated to clinical contexts with caution, the observation that the mechanical environment encountered by tumours may govern signalling pathways has potential implications for clinical practice. Specifically, it may inform strategies related to the control of intrathoracic pressure and ventilation and may inspire novel therapeutic approaches targeting the tumour microenvironment. Future studies should aim to validate causal relationships using approaches such as integrin β1–blocking antibodies, YAP inhibitors, and traction force microscopy, and additional investigations are warranted to account for factors such as oxygen and nutrient diffusion gradients and cell density effects in 3D cultures.

## Methods

### Harvest of rat heart–lung blocks

Lungs were obtained from 6- to 10-week-old male Sprague–Dawley (SD) rats (Jackson Laboratory Japan, Inc., Kanagawa, Japan). All animal procedures were approved by the Animal Care and Use Committee of the University of Toyama (approval number: A2023UH-01) and conducted in accordance with the *Guide for the Care and Use of Laboratory Animals*. We have complied with all relevant ethical regulations for animal use.

Rats were anaesthetised with inhaled isoflurane (DS Pharma Animal Health, Osaka, Japan), followed by intraperitoneal administration of a mixed anaesthetic cocktail (total volume: 25 mL) comprising 1.5 mL of medetomidine hydrochloride (1 mg/mL; Nippon Zenyaku Kogyo Co., Ltd., Fukushima, Japan), 4 mL of midazolam (5 mg/mL; Sandoz K.K., Tokyo, Japan), 5 mL of butorphanol tartrate (5 mg/mL; Meiji Animal Health Co., Ltd., Tokyo, Japan), and 14.5 mL of saline. The dose was adjusted to 0.5 mL per 200 g of body weight to ensure adequate analgesia and sedation.

A tracheotomy was performed, and a 16 G catheter was inserted into the trachea for intubation. The rats were on a ventilator at a tidal volume of 10 mL/kg with a respiratory rate of 90 breaths per min. After a transverse abdominal incision, the anterior thoracic wall was removed. Anticoagulation was achieved by injecting heparin sodium (1000 U/kg; Mochida Pharmaceutical Co., Ltd., Tokyo, Japan) via the inferior vena cava, followed by transection of the cardiac apex.

A 16 G catheter was inserted into the pulmonary artery via the right ventricle, and the lungs were perfused with 50 mL of phosphate-buffered saline (PBS) containing heparin sodium (50 U/mL) and sodium nitroprusside dihydrate (Sigma-Aldrich, St. Louis, MO, USA; 10 μg/mL) to flush out the blood. The lungs were excised en bloc together with the heart and trachea. These procedures were performed approximately once or twice per month.

### Decellularisation of the lung tissue

Cannulas were inserted into the trachea, pulmonary artery, and left ventricle (pulmonary vein), and lungs were decellularised following a previously reported method^25,57^. In brief, the pulmonary vasculature was perfused *via* the pulmonary artery with PBS containing calcium and magnesium (PBS⁺) supplemented with heparin sodium, sodium nitroprusside, antibiotics, and 0.0035% Triton X-100 (Nacalai Tesque, Kyoto, Japan). Subsequently, 20 units of Benzonase (25 U/μL; Enzynomics, Daejeon, South Korea) in Benz buffer (50 mM Tris-HCl, 0.1 mg/mL BSA, 1 mM MgCl₂) was administered via the airway.

Next, sodium deoxycholate (SDC; Nacalai Tesque, Kyoto, Japan) at concentrations of 0.01%, 0.05%, and 0.1% in PBS without calcium and magnesium (PBS^−^) was perfused through the vasculature, followed by airway administration of 20 units of Benzonase in Benz buffer. After vascular perfusion with 0.5% Triton X-100, the lungs were flushed with PBS^−^ and perfused with PBS^−^ containing antibiotics (penicillin–streptomycin, amphotericin B, and gentamicin) (Supplementary Fig. 1a). Decellularised lungs were temporarily stored in PBS^−^ containing antibiotics (Supplementary Fig. 1b).

### Culture and preparation of human lung cancer cells

The human lung adenocarcinoma cell line A549 was obtained from the Japanese Collection of Research Bioresources (Osaka, Japan; https://cellbank.nibiohn.go.jp). Cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM, high glucose, 4.5 g/L; Nacalai Tesque, Kyoto, Japan), supplemented with 10% foetal bovine serum (FBS; Sigma-Aldrich, St. Louis, MO, USA), 1% penicillin–streptomycin (10,000 U/mL penicillin and 10 mg/mL streptomycin; Nacalai Tesque, Kyoto, Japan), 1% amphotericin B (250 μg/mL; FUJIFILM, Tokyo, Japan), and 0.5% gentamicin (10 mg/mL; Gibco, Waltham, MA, USA). Cells were maintained at 37 °C in a humidified atmosphere containing 5% CO₂. For passaging or harvesting, cells were detached using 0.05% trypsin–EDTA solution (Nacalai Tesque, Kyoto, Japan) at 37 °C for 5–7 min.

### Pressure chamber and perfusion system setup for the 3D culture

Decellularised lungs with cannulas in place were placed into the chamber, with only the trachea and pulmonary artery connected to the tubing. The cannula inserted into the left ventricle (representing the pulmonary vein) was left open to the culture medium inside the chamber. The medium collected from the pulmonary vein side—from within the chamber—was circulated into the pulmonary artery via the BPU, enabling continuous intravascular perfusion and pressure monitoring (Fig. 2b).

The tubing connected to the airway was linked to a reservoir bottle containing 60 mL of culture medium, allowing for passive medium movement in response to changes in lung volume. The chamber was connected to the PSU, which continuously regulated and monitored air pressure to maintain the desired pressure settings (Fig. 2b). Intrachamber pressure measurements were taken once every 300 s (Fig. 2c).

### Pressure chamber setup for the 2D culture

A549 cells were seeded onto plastic well plates and cultured in a conventional 2D environment to evaluate the effect of RM—represented by pressure fluctuations within the chamber. Two 6-well plates (SPL Life Sciences, Pocheon, South Korea) were prepared, with 3 × 10⁵ cells seeded per well. One plate was placed in a 2D culture pressure chamber and connected to the PSU, referred to as the RM⁺ group, while the other plate was not connected to the PSU and served as the RM^−^ group (Fig. 1a).

Both plates were incubated under standard conditions (37 °C, 5% CO₂) for four days. After incubation, cells were collected for further analysis. Intrachamber pressure measurements were taken once every 300 s (Fig. 1b).

### Seeding and perfusion culture of lung cancer cells

Two decellularised lungs and corresponding chambers were prepared to compare conditions with and without RM. On the evening of day 0, vascular preconditioning of the decellularised lungs was initiated to promote peripheral vascular expansion prior to cell seeding. Specifically, each lung was placed in a chamber filled with 200 mL of DMEM and connected to vascular perfusion at a flow rate of 14 mL/min in an incubator at 37 °C with 5% CO₂. This procedure was intended to prevent inadequate perfusion caused by vasoconstriction following decellularisation and was unrelated to either the decellularisation process or any cellular intervention. During this period, neither chamber was subjected to RM.

On day 1, A549 cells were seeded (recellularised) *via* the airway. While applying a negative pressure of –10 mmHg using the PSU to expand the lung in the sealed chamber, 4–5 × 10⁷ cells suspended in 10 mL of DMEM were injected through the airway using a syringe. To prevent the backflow of cells, the airway tubing was clamped, and the lungs were kept stationary for 1 h in an incubator at 37 °C with 5% CO₂.

Subsequently, vascular perfusion was resumed in both chambers at a flow rate of 7 mL/min, and RM was initiated in only one chamber (RM⁺ group) while the other remained static (RM^−^ group). RM was simulated by cyclically modulating the intrachamber pressure between –5 mmHg and atmospheric pressure using the PSU, inducing expansion and contraction of the lung tissue, respectively (Fig. 2d). The vascular perfusion rate was gradually increased every 24 h: 7 mL/min → 14 mL/min → 21 mL/min. After 72 h of culture, the lungs were harvested for further analysis. Four independent sets of RM⁺ and RM^−^ groups were prepared for comparative analysis.

The mean pulmonary arterial pressure in healthy individuals has been reported to be ~14.0 ± 3.3 mmHg, with little variation across sex or ethnicity^28^. According to current diagnostic criteria, pulmonary hypertension is defined as a mean pulmonary arterial pressure exceeding 20 mmHg^29^. Therefore, in this model, perfusion was set such that intravascular pressures remained below 20 mmHg, allowing reproduction of the vascular shear stress generated by blood flow in vivo. The negative pressure used to mimic RM was determined based on reported intrathoracic pressures in humans. Intrapleural pressure averages approximately −5 cmH₂O (≈ −3.7 mmHg) and reaches about −7.5 cmH₂O (≈ −5.5 mmHg) during inspiration^58^. Direct measurements in healthy individuals have also reported end-expiratory pressures of approximately −2.5 to −3 mmHg^30^. Based on these findings, we applied cyclic negative pressure ranging from 0 to −5 mmHg to approximate the intrathoracic pressure fluctuations observed during spontaneous breathing.

### Rationale for the time point for evaluation

The time point for evaluation was set at 72 h. Transcriptional responses to mechanical stimulation typically emerge within 24–48 h^59,60^, while processes such as cell adhesion and tissue organization generally require several days^57,61^. Thus, 72 h allowed assessment at a time when early transcriptional responses had stabilized and adhesion processes were underway, while also avoiding the decline in cell viability observed in cultures exceeding 1 week.

### Histology, immunohistochemistry, and immunofluorescence

For 2D cultures, cells were collected using 0.05% trypsin–EDTA solution and put into Millicell EZ SLIDE 8-well glass slides (Merck KGaA, Darmstadt, Germany) for subsequent staining.

For 3D cultures, the entire left lung was fixed in 10% neutral buffered formalin (Nacalai Tesque, Kyoto, Japan), sliced longitudinally into 4–5 sections, embedded in paraffin, and sectioned at a thickness of 5 μm. HE staining was performed following standard protocols.

For immunohistochemistry, paraffin sections were deparaffinised with xylene and ethanol, followed by washing with PBS. Antigen retrieval was performed in 10 mM citrate buffer (pH 6.0) at temperatures exceeding 100 °C for 10 min. The membrane was permeabilised using 0.1% Triton X-100 for 15 min, and non-specific binding was blocked with Blocking One Histo (Nacalai Tesque, Kyoto, Japan) for 15 min. Primary antibodies were diluted in SignalStain Antibody Diluent (Cell Signaling Technology, Danvers, MA, USA), and samples were incubated overnight at 4 °C. After PBS washing, samples were incubated with secondary antibodies at room temperature (approximately 21 °C) for 1 h and mounted using VECTASHIELD mounting medium with DAPI (Vector Laboratories, Inc., Hercules, CA, USA).

The primary antibodies used in this study included anti-Ki-67 (418071; Nichirei Biosciences, Tokyo, Japan), cleaved caspase-3 (25128-1-AP; Proteintech, IL, USA), β-catenin (84805; Cell Signaling Technology, MA, USA), integrin β1 (ab30394; Abcam, Cambridge, United Kingdom), and E-cadherin (20874-1-AP; Proteintech, IL, USA), fibronectin (ab314679; Abcam, Cambridge, United Kingdom), and type I collagen (28368; Cell Signaling Technology, MA, USA). Secondary antibodies conjugated with Alexa Fluor 488 or Alexa Fluor 555 (Thermo Fisher Scientific, MA, USA) were used as appropriate.

### Image acquisition and intensity normalisation for quantification

Images were acquired using a fluorescence microscope (BZ-X800, Keyence, Osaka, Japan) or a confocal laser scanning microscope (LSM780, Carl Zeiss, Jena, Germany). Ten high-power fields per sample were examined at 400× magnification using a 40× objective lens with a 10× eyepiece for quantitative analysis. Image analysis was performed using the ImageJ software (National Institutes of Health, https://imagej.nih.gov/ij/).

Images were first converted to greyscale for fluorescence intensity analysis, and background noise was subtracted. Ten regions of interest (ROIs) corresponding to intercellular boundaries were manually selected for each sample. Fluorescence intensity was measured, and comparisons between samples were performed using the corrected integrated density, accounting for background correction. The following formula was used:

Corrected integrated density = Raw integrated density – (Background mean × ROI area)

Furthermore, to normalise fluorescence intensity by cell number, nuclei within each ROI were visualised using DAPI staining and counted with the ‘Analyze Particles’ function in ImageJ. The corrected integrated density for each ROI was divided by the number of cells to calculate the fluorescence intensity per cell. The final normalised fluorescence intensity was expressed using the following formula:

Fluorescence intensity per cell = Corrected integrated density Number of cells in ROI

### Calculation of cell adhesion rate

Among all HE-stained sections prepared using the left lung, the proportion of the tissue area showing attached tumour cells was defined as the “cell adhesion rate”. HE-stained slide images were imported into ImageJ software and converted to 8-bit greyscale images. The threshold was adjusted to visualise the attached cells. Based on the histogram displayed by ImageJ, the lower threshold (0%) was set for cell detection, and the upper threshold (100%) was set to include the entire tissue section.

The area detected at the 50% threshold, representing attached cells, was divided by the area detected at the 100% threshold, representing the entire tissue section. This ratio was used to calculate the cell adhesion rate as follows (Fig. 3c):

Cell adhesion rate (%) = (Area of detected cells at 50% threshold / Area of total section at 100% threshold) × 100

### RNA extraction and RNA sequencing

For 2D cultures, A549 cells were harvested from well plates using 0.05% trypsin–EDTA solution (Nacalai Tesque, Kyoto, Japan). For 3D cultures, a portion of the right lung was finely minced and immediately immersed in RNAlater Stabilisation Solution (Thermo Fisher Scientific, Waltham, MA, USA) following the manufacturer’s instructions. The fixed lung samples were homogenised for at least 30 s using a BioMasher II homogeniser (Funakoshi, Tokyo, Japan).

Total RNA was extracted using the RNeasy Mini Kit (QIAGEN N.V., Venlo, The Netherlands) following the manufacturer’s protocol. RNA concentration and purity were assessed using a NanoDrop One spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). Samples were sent to Rhelixa (Tokyo, Japan) for RNA sequencing.

GSEA was performed using the RNA data obtained from 3D cultures. GSEA version 4.4.0 (https://www.gsea-msigdb.org/gsea/index.jsp) was used, with gene sets retrieved from the Molecular Signatures Database (MSigDB).

RNA was extracted from decellularised lungs (without cell seeding) using the same protocol to assess residual rat-derived RNA as a control (*n* = 1) (Supplementary Table 1).

### qRT-PCR

To validate genes potentially involved in the pathogenesis identified by RNA sequencing, qRT-PCR was performed. Total RNA (1 μg), fixed and preserved using the aforementioned method, was reverse transcribed into complementary DNA (cDNA) using ReverTra Ace qPCR RT Master Mix (TOYOBO CO., LTD., Osaka, Japan) in accordance with the manufacturer’s instructions. The reverse transcription reaction was carried out using a Takara PCR Thermal Cycler Dice Gradient (Takara Bio Inc., Shiga, Japan) with the following temperature protocol: 37 °C for 15 min, 50 °C for 5 min, and 98 °C for 5 min.

qRT-PCR was conducted using 96-well plates (BIO-BIK Ina Optika CO., Ltd., Osaka, Japan), with each well containing 2X Brilliant III Ultra-Fast SYBR Green QPCR Master Mix (Agilent, CA, USA), target-specific primers, and 1 μL of cDNA, adjusted with RNase-free water to a final volume of 24.5 μL per well. The sequences of the primers used for qRT-PCR are listed in Supplementary Table 2. Amplification was performed on the AriaMx Real-Time PCR System (Agilent, CA, USA), and data were analysed using GENETYX software (Nihon Server Corporation, Tokyo, Japan). The qRT-PCR cycling conditions were as follows: 95 °C for 15 min; 40 cycles of 94 °C for 10 s, 55 °C for 30 s, and 72 °C for 30 s; followed by 72 °C for 10 min.

GAPDH was used as a housekeeping gene to calculate ΔCt values. Relative expression was determined using the ΔΔCt method, and fold changes were calculated as 2^–ΔΔCt^. Note that while the mean ΔΔCt of the control group is 0 by definition, the mean fold change (2^–ΔΔCt^) may differ from 1 due to the non-linearity of the transformation.

### Statistics and reproducibility

Fisher’s exact test was used for categorical variables. Welch’s t-test was used to compare continuous variables between the two groups. A *p*-value of less than 0.05 was considered statistically significant. A -log₁₀(*p*-value) greater than 1.30 was considered statistically significant. All statistical analyses were performed using JMP Pro software (version 16.2.0; JMP Statistical Discovery LLC, Cary, NC, USA).

### Institutional review board statement

All animal experiments were approved by the Animal Experimentation Committee of the University of Toyama (approval number: A2023UH-01).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Transparent Peer Review file

Supplementary Information

Description of Additional Supplementary Files

Supplementary Movie 1

Reporting summary

## Data Availability

The RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession numbers GSE309015 and GSE309016, and are publicly available. The processed data, including lists of differentially expressed genes, as well as additional supporting datasets, have been deposited in Figshare (10.6084/m9.figshare.30203953) and are publicly available. All other data are available from the corresponding author upon reasonable request.

# Supplementary material for: Lung adenocarcinoma cells respond differently to mechanical stress in 3D versus 2D environments
**Source:** Commun Biol. 2025 Dec 11;8:1819. doi: 10.1038/s42003-025-09179-1
**Supplement:** Supplementary file 2 — Supplementary Information

Supplementary Information

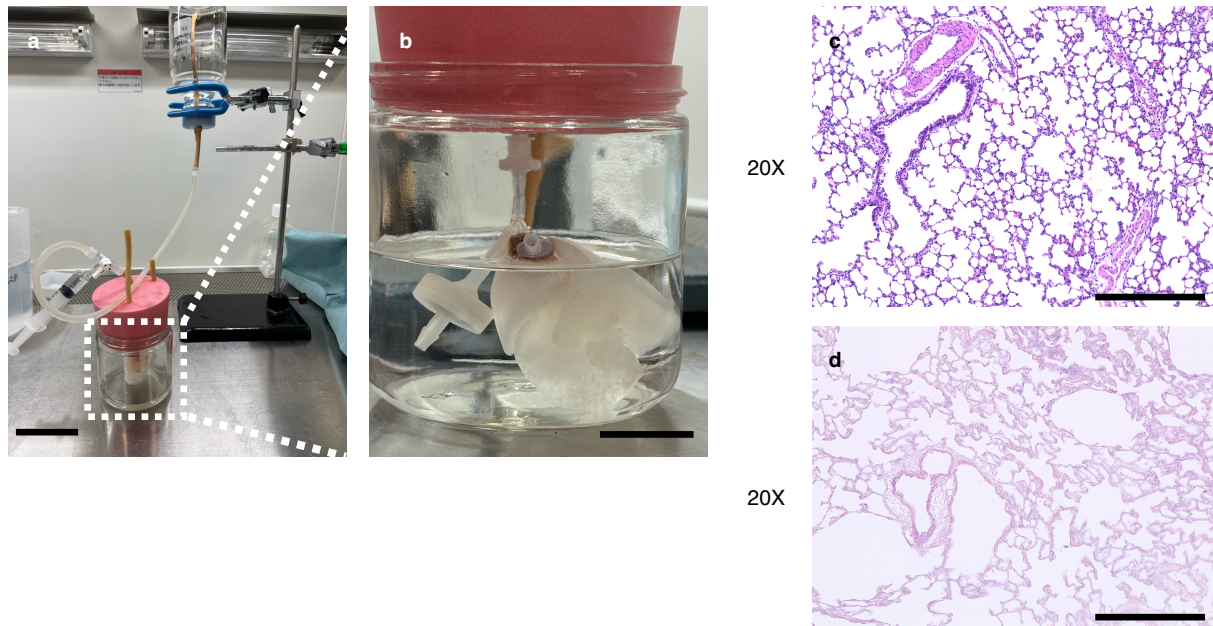

Supplementary Figure 1. Decellularisation system and histological findings. **a, b)** The lungs were placed in a beaker for decellularisation, and various solutions were gravity-fed through the tissues. **c)** HE staining of a naïve lung (objective lens: $\times 20$). **d)** HE staining of a lung following decellularisation. All rat-derived cells were removed histologically, leaving only the structural framework that supports the alveoli (objective lens: $\times 20$). Scale bars: (a) 6 cm; (b) 2 cm; (c, d) 200 μm . HE, haematoxylin and eosin.

Supplementary Movie 1. Airway reservoir liquid level response to RM. Timelapse

recording of the airway reservoir under RM. Expansion and contraction of the lung in response to intrachamber pressure changes cause the movement of approximately 10 mL of culture medium in and out of the reservoir. RM, respiratory motion.

Supplementary Table 1. Comparison of RNA concentrations between decellularised lungs and sample lungs

Sample	RNA (ng/μl)	A260/280	A260/230
Decellularised lung	1.5	2.7	0.1
RM ⁺ 1	116.7	2.0	2.1
RM ⁺ 2	602.3	2.1	2.3
RM ⁺ 3	327.9	2.1	2.2
RM ⁺ 4	170.6	2.1	1.4
RM ⁻ 1	111.1	2.0	2.2
RM ⁻ 2	317.0	2.1	2.3
RM ⁻ 3	618.2	2.1	2.2
RM ⁻ 4	210.4	2.0	1.2

RM, Respiratory motion; RM⁺, with RM; RM⁻, without RM

Supplementary Table 2. Primer sequences used for qRT–PCR analysis

Species	Gene	Primer sequence (5'→3')	
H. Sapiens	integrinβ1	Forward	TTGTGAAGCCAGCAACGGACAG
		Reverse	GCTCAGCACAGACACCAAGGC
H. Sapiens	CDKN1A	Forward	GAATTTGCCGTTGGGTCAAG
		Reverse	AGGAGAACACGGGATGAGGAG
H. Sapiens	NR4A3	Forward	ATAGTCTGAAAGGGAGGAGAGGTC
		Reverse	TCTGGGTGTTGAGTCTGTAAAGC
H. Sapiens	CTGF	Forward	ACCGACTGGAAGACACGTTTG
		Reverse	CCAGGTCAGCTTCGCAAGG
H. Sapiens	EFNA1	Forward	GAAGGTGACTGTCAGTGGCAAA
		Reverse	TTGTCATGGGCCTGAGGACT
H. Sapiens	CXCL12	Forward	ATTCTCAACACTCCAAACTGTGC
		Reverse	ACTTTAGCTTCGGGTCAATGC
H. Sapiens	CCND1	Forward	CTGCCAGGAGCAGATCGAAG
		Reverse	AATGCTCCGGAGAGGAGGGAACT
H. Sapiens	LOX	Forward	TTCTTACCCAGCCGACCAAGATA
		Reverse	GTGTTGGCATCAAGCAGGTCA
H. Sapiens	GAPDH	Forward	CTCCTCCTGTTCGACAGTCAGC
		Reverse	CCCAATACGACCAAATCCGTT

qRT–PCR, quantitative reverse transcription polymerase chain reaction

# Supplementary material for: Lung adenocarcinoma cells respond differently to mechanical stress in 3D versus 2D environments
**Source:** Commun Biol. 2025 Dec 11;8:1819. doi: 10.1038/s42003-025-09179-1
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File name: Supplementary Movie 1

Description: The timelapse shows culture medium moving in and out of the lung due to respiratory motion, causing visible changes in the liquid level of the airway reservoir

# Supplementary material for: Lung adenocarcinoma cells respond differently to mechanical stress in 3D versus 2D environments
**Source:** Commun Biol. 2025 Dec 11;8:1819. doi: 10.1038/s42003-025-09179-1
**Supplement:** Supplementary file 5 — Reporting summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give <i>P</i> values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	Not applicable.
Data analysis	Not applicable.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession numbers GSE309015 and GSE309016, which will be made publicly available upon publication. The processed data, including lists of differentially expressed genes, as well as additional supporting datasets, have been deposited in Figshare (<https://figshare.com/s/b55283770b3d1a28af20>) and will be made publicly available upon publication. All other data are available from the corresponding author upon reasonable request.

All other data supporting the findings of this study are available from the corresponding author upon reasonable request.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	Not applicable.
Reporting on race, ethnicity, or other socially relevant groupings	Not applicable.
Population characteristics	Not applicable.
Recruitment	Not applicable.
Ethics oversight	Not applicable.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample sizes were predetermined based on similar previously published studies and resource availability.<br> • 2D culture experiments: n = 3 • 3D culture experiments: n = 4 • RNA sequencing: 2D, n = 2; 3D, n = 4 These numbers were sufficient to detect statistically significant differences using appropriate tests.
Data exclusions	No data were excluded from the analysis. All samples and replicates were included in the final statistical evaluation.
Replication	Key experiments were replicated independently at least three times for 2D cultures and four times for 3D cultures. Consistent results were obtained across replicates.
Randomization	Randomization was not applicable, as all samples were treated under strictly controlled experimental conditions in parallel groups (RM ⁺ and RM ⁻). No subjective selection was involved.
Blinding	Blinding was not performed. All analyses, including image quantification and gene expression assessment, were carried out using objective software-based methods to minimize bias.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	The primary antibodies used in this study were as follows: anti-Ki-67 (418071; Nichirei Biosciences, Tokyo, Japan), cleaved caspase-3 (25128-1-AP; Proteintech, IL, USA), β -catenin (84805; Cell Signaling Technology, MA, USA), integrin β 1 (ab30394; Abcam, Cambridge, United Kingdom), and E-cadherin (20874-1-AP; Proteintech, IL, USA), fibronectin (ab314679; Abcam, Cambridge, United Kingdom), and type I collagen (28368; Cell Signaling Technology, MA, USA). All primary antibodies were diluted in SignalStain Antibody Diluent (Cell Signaling Technology) and incubated overnight at 4°C. Alexa Fluor 488- or 555-conjugated secondary antibodies (Thermo Fisher Scientific, MA, USA) were applied at room temperature for 1 hour.
Validation	Validation was not performed in this study. Antibodies and reagents were used according to the manufacturers' specifications and previously published protocols.

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	The human lung adenocarcinoma cell line A549 was obtained from the Japanese Collection of Research Bioresources (JCRB Cell Bank, Osaka, Japan).
Authentication	The A549 cell line was obtained from the JCRB Cell Bank (Osaka, Japan), which performs authentication using STR profiling. No additional authentication was conducted by the authors.
Mycoplasma contamination	Cells were not tested for mycoplasma contamination after receipt from the JCRB Cell Bank. However, the cell line was used within a short culture period and obtained from a reputable cell bank that routinely screens for contamination.
Commonly misidentified lines (See ICLAC register)	The A549 cell line used in this study is not listed among commonly misidentified cell lines according to the International Cell Line Authentication Committee (ICLAC) database.

Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	Decellularized lungs were obtained from 6–10-week-old male Sprague-Dawley rats (Japan SLC, Inc., Hamamatsu, Japan) after euthanasia, in accordance with institutional ethical guidelines for animal tissue use.
Wild animals	No wild animals were used in this study.
Reporting on sex	Only male rats (Sprague-Dawley, 6–10 weeks old) were used for lung decellularization. The A549 human lung adenocarcinoma cell line does not have a defined sex-specific phenotype, and sex differences were not assessed in this study.
Field-collected samples	No field-collected samples were used in this study.
Ethics oversight	All procedures involving animals were conducted in accordance with the institutional ethical guidelines of the University of Toyama for the use of animal tissues.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks

No seed stocks were used in this study.

Novel plant genotypes

No novel plant genotypes were used in this study.

Authentication

Not applicable.

How the deposited data were processed for this re-analysis (not part of the article)

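The samples were A549 cells in 2D culture, 2 with RM and 2 without, taken on day 4, sequenced as poly(A) RNA. They were grouped by the condition in the sample labels, and the labels also give a batch that equals the replicate number. The 3D samples of the paper were not analysed here.

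The authors aligned and counted the reads and deposited 1 table of 30843 genes. The submitters' processing notes name FastQC 0.11.7, Trimmomatic 0.38, HISAT2 2.1.0, featureCounts 1.6.3 and DESeq2 1.24.0 and the genome build GRCh38; the annotation release and the strand setting of the counting are not given in the sources used here. Of the deposited columns, 4 hold a signal per sample, the count of each gene divided by that sample's DESeq2 size factor, and 0 further columns hold values of other samples. The authors' log2 fold change stands under a header that names the groups in the opposite order to its sign: 100% of the genes called higher in the RM⁺ group by limma have a positive deposited value, so it was read as RM⁺ over RM⁻. The deposited score columns (the mean over samples, the standard error and the Wald statistic), the deposited p-value and the adjusted p-value are the authors' own, from DESeq2; Benjamini-Hochberg adjustment of the deposited p-values over all 30843 genes gives the deposited adjusted values. Of the gene symbols, 47 had been turned into bare numbers, and 50 names were taken from the reference table of names, which matched 30820 of the 30843 gene identifiers. Coordinates are those of the table, on GRCh38. Some description cells (6061) and some GO term cells (1193) were blanked before this work and were not used.

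Whole reads were recovered by dividing each column by its smallest value above 0, taken as 1 read, and 100% of the values came out whole within 1e-06. The depth, 18754356 to 20412283 reads per sample, sets the precision of low genes; for well expressed genes the difference between replicates is larger than the counting error.

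The tests were fixed before the data were examined, as were the 24 gene lists, the rule for named genes, the comparison and most of the alternatives. The lists were set with the paper at hand, and some hold genes that it names from these samples. The design assumed counts. As the table holds scaled values, limma-trend on log2(normalized count + 1) became the main test, as the design set out for that case, and edgeR's quasi-likelihood test with TMM on the recovered reads was added as an alternative; it called 347 genes at an adjusted p of 0.05. The filter, at least 10 normalized counts in at least 2 samples, was chosen after the table was seen, and it kept 17632 genes. Genes were called at an adjusted p under 0.05 (Benjamini-Hochberg), or, as in the paper, at an unadjusted p under 0.05 and a log2 fold change beyond 1. The moderated test had 2 residual degrees of freedom and borrowed 14.8 from the other genes.

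Pairing comes from the labels, which give batch 1 to replicate 1 and batch 2 to replicate 2. Deviations from the group means of same-numbered samples had a correlation of 0.168 over 17632 genes (across genes, which are not independent), and 0.314 over the 10289 genes with a mean over 200. The fit with the replicate block is an alternative. It leaves 1 residual degree of freedom and takes an infinite prior from the other genes, and fits with 1 sample left out have a prior of 59.4 or more. The adjusted p-values of both thus rest on a spread pooled over all genes. With 1 sample left out, the lone sample is assumed to vary like the other group. Its group is then in a single batch, so a batch difference enters the fold change.

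Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over the 24 lists: p53 targets, CDK inhibitors, immediate-early and NR4A genes, hypoxia-inducible genes, S phase and DNA replication, G2/M and mitosis, YAP/TAZ targets, Wnt/β-catenin targets, pro-apoptotic genes, ATF4 and amino acid stress response, cholesterol synthesis, lysosome and TFE/MITF targets, integrins and focal adhesion, extracellular matrix, cell-cell adhesion, NF-kB and inflammatory genes, interferon-stimulated genes, NRF2 targets, heat shock genes, metallothioneins, epithelial-mesenchymal transition, alveolar epithelial markers, fibroblast, endothelial and immune markers, and mitochondrially encoded mRNAs. Camera with a correlation estimated from the residuals, and fry, which tests whether a list's genes move on balance one way without comparing them with other genes, were alternatives. With an estimated correlation none of the lists passed. GO terms with 3 to 500 tested members were tested with a one-sided Fisher's exact test.

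The genes named are those the paper names, the 10 higher and 10 lower genes with the largest log2 fold change among those past the adjusted p, changed the same way in both batches and with a mean of at least 100 normalized counts, and up to 4 members of each list with the smallest p. Results for some of these genes are not reported here. Other names, the members of GO terms included, were chosen after their values were seen. Shared sequence was measured as the share of 31-base words of a gene's longest transcript that occur in another gene's transcripts.

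Alternatives were RLE size factors in edgeR, DESeq2, limma-voom, no filter, at least 10 normalized counts in every sample, the replicate block, leaving out each sample, pseudocounts of 0.1 and 5, glmTreat, the authors' deposited p-values over the tested genes, and other gene lists and backgrounds for the GO test. The use of the authors' p-values and of the pseudocounts for counts of genes, edgeR with a block, and the block and left-out samples for the GO test were chosen after seeing the data.

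Each step was tested on simulated data. In counts drawn for RM⁺ against RM⁻ with the real means and depths, limma recovered 88.9% of 99 genes changed by a log2 fold change of 1 and 59.6% of 99 changed by 0.5, over 17320 genes, with 6 false among 153 calls, and 6 among 154 with the block; with no change, it called 0 with or without the block. The simulated spread was that of the edgeR fit with the block, and no batch difference was simulated, so these figures hold for that spread. Camera put 0 of 100 unchanged lists under a p of 0.05. The simulated genes were drawn independently, so this does not hold for lists whose genes vary together. R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, data.table 1.17.8, Python 3.11.15, NumPy 2.4.6 and matplotlib 3.10.9 were used. DESeq2 1.42.0 on the recovered reads gave the deposited log2 fold changes, none of 30843 off by more than 1e-06.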

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

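The gene lists below were set in advance, but some hold genes that the paper had already named or labelled from these same samples. These include *CDKN1A* (p53 targets), *CA9*, *ANGPTL4* and *EFNA1* (hypoxia), *NR4A3* and *SIK1* (immediate-early) and *GPNMB* (lysosome). Their part in a list's result is not independent evidence. The p53 and hypoxia lists and the blocked count were picked out for weighing after the results of single genes were seen. The tests that weigh them were written down before their outcomes were known. Each value below passed its test, the lists at the preset correlation, and belongs to a list or gene that the paper's text on the 2D sequencing does not analyse as such.

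Targets of p53 had a median log2 fold change of 0.49 in the RM⁺ group. A bias with GC content or transcript length is argued against, since the median was 0.48 after the trend of log2 fold change on both was taken off. A difference between the batches cannot by itself shift the groups apart, as both groups had a sample in each batch. The shift was present in both batches. The smaller of the 2 within-batch medians was 0.43 (0.426), and that batch had all 27 members above 0. Still open are cell density, RNA quality, handling, and the correlation among the list's own genes. The paper counted fewer attached cells per well in the RM⁺ group on day 4, and the mitochondrially encoded mRNAs were also lower. Without RM⁺ replicate 2 the median of these mRNAs was 0.005 and that of the p53 targets 0.485. Without RM⁺ replicate 1 they were -0.853 and 0.492. A batch difference enters both fits, so they do not settle the part of RNA quality. With an estimated correlation the p53 list does not pass camera (adjusted p = 0.141). For a simulated list raised by 0.5, camera gave a p of 0.00994 that way, against 2.09e-44 at the preset correlation. The simulated genes were drawn independently, so the power for real lists is not known. In 3D culture the paper reports its P53 Pathway set on the RM⁻ side, in samples not analysed here. A candidate explanation is a p53 response to the pressure changes, a hypothesis that p53-deficient cells under the same pressure at matched cell number would test.

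Hypoxia-inducible genes had a median of -0.24, and as a list they did not pass with an estimated correlation (adjusted p = 0.331). The median was -0.23 (-0.234) after the same correction for GC content and length, so that trend does not account for it alone. It was -0.20 in the batch where it was smaller, with 29 of 34 members below 0, so the shift was present in both batches. As both groups had a sample in each batch, a batch difference alone could not give it. What remains open is whether oxygen at the cells differed with the chamber or with cell density, which the paper's attached cell counts show to be lower in its RM⁺ wells, and the pattern leans on RM⁻ replicate 2, without which the median is -0.12. A lower response to hypoxia in the RM⁺ group may account for it, a hypothesis that oxygen at the cells and HIF-1α protein, measured at matched cell number, would test.

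More genes passed with the replicate block (1717) than without it (398). Same-numbered samples deviated together (correlation 0.168 across genes, and 0.314 over genes with a mean over 200). The second principal component also separated the batches. Both go with a batch difference shared by the groups. A block on crossed pairs gave 443 genes, close to the count with no block. Crossed pairs gave neither fewer genes than no block nor over 1.5 times as many. As the source of the added calls, a test that calls too many genes at 1 residual degree of freedom and a shared batch difference thus cannot be told apart. No biological explanation was tested.

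Among other lists, the median log2 fold change was 0.11 (0.115) for immediate-early and NR4A genes, -0.11 for G2/M and mitosis, 0.12 for pro-apoptotic genes, 0.15 for the ATF4 and amino acid stress response and 0.21 for cholesterol synthesis. It was 0.29 (0.285) for lysosome and TFE/MITF targets, 0.17 for the extracellular matrix, 0.38 for interferon-stimulated genes, -0.20 for heat shock genes and -0.44 for mitochondrially encoded mRNAs. With an estimated correlation none of these lists passed (camera adjusted p = 0.292 to 0.566). Among called genes that the paper does not name and with a mean of at least 100 normalized counts, those with the largest log2 fold changes were *CPA4* (1.72), *ERVE-5* (1.36), *GREB1* (1.33), *GREM1* (1.29), *SPATA18* (1.104) and *REEP1* (1.04) on the higher side. On the lower side they were *NTS* (-1.09), *TNS1* (-1.00), *TF* (-0.99), *RASSF9* (-0.94), *HR* (-0.94) and *PFKFB4* (-0.92). *TNS1* and *PFKFB4* no longer passed without RM⁻ replicate 2 (-0.67 and -0.64).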

How the results depend on the processing

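Of the alternatives, those of the pseudocount for counts of genes, the authors' p-values, edgeR with TMM and edgeR with a block were chosen after seeing the data. Genes past an adjusted p of 0.05 numbered 398, and 323 to 430 with another test, size factor, filter in every sample or pseudocount, 280 with the authors' p-values, 0 with no filter, where weakly expressed genes enter the fit, 1717 with the replicate block and 1699 with the block in edgeR; leaving out 1 sample gave 354 to 622. No gene called both with and without an alternative turned direction. DEGs numbered 203, but 97 in DESeq2, 883 with no filter, 85 with at least 10 normalized counts in every sample, 54 with glmTreat (of which 1 passed its adjusted p), 102 with a pseudocount of 5, and 85 with the authors' p-values; leaving out 1 sample gave 251 to 315. Of 24 lists, 12 passed, but 16 in DESeq2, 15 with the replicate block, 11 with no filter, 0 with an estimated correlation and 3 in fry. Which lists passed also changed with 1 sample left out. The list of p53 targets had an adjusted p of 0.141 with an estimated correlation and otherwise passed (2.91e-34 to 1.79e-29 with 1 sample left out); hypoxia-inducible genes had 0.331 with an estimated correlation and 0.115 in fry and otherwise passed (2.79e-20 to 4.08e-08). Mitochondrially encoded mRNAs turned up without RM⁺ replicate 2 (adjusted p = 0.772) and had 1.92e-28 without RM⁺ replicate 1. GO terms passing numbered 0, but 1 with the authors' p-values, 6 with the genes past the adjusted p, and 0 to 3 with 1 sample left out (higher and lower DEGs together). Except where fewer or more genes or samples enter by construction, the cause was not tested. Of 114 named genes tested, 56 passed; 36 of them also passed under each other alternative tried on named genes (not glmTreat, the authors' p-values or edgeR with a block) but no filter, which lost all 56. Apart from that mitochondrial list, signs changed 17 times among named genes and 4 times among lists, each where neither setting passed. Leaving out 1 sample ended 4 to 11 of these calls, and DESeq2 ended 6. Pairing by replicate number ended no call of a named gene and made 29 more pass; of the lists it added CDK inhibitors, integrins and focal adhesion, and NF-kB, and it changed no other call of a list. Crossed pairs gave 443 genes. At this depth and with 2 samples per group, a log2 fold change of 0.5 is often missed.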

Differences from the paper's values

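The paper gives 66 upregulated DEGs in 2D culture, and limma at the paper's thresholds gave 132. For downregulated DEGs the paper gives 31, and limma gave 71. Among the alternatives set before the data were examined, DESeq2 gave 66 higher and 31 lower genes, with all 97 of the paper's DEGs called. The authors' values come from DESeq2 on the same counts, so this repeats their calculation. The requirement of at least 10 normalized counts in every sample gave 58 and 27, close to the paper's counts, and calls 61 of the paper's 97. The others stayed apart from the paper's counts: RLE size factors in edgeR (138 and 85), limma-voom (141 and 79), no filter (505 and 378), the replicate block (140 and 83), glmTreat (36 and 18), and leaving out RM⁻ replicate 1 (207 and 91), RM⁻ replicate 2 (156 and 102), RM⁺ replicate 1 (113 and 202) or RM⁺ replicate 2 (157 and 94). A pseudocount of 5 gave 70 and 32, and the authors' deposited p-values over the tested genes gave 59 and 26; both were chosen after seeing the values, and they drop 30 and 12 of the paper's 97 DEGs. Others chosen after seeing the values stayed apart, a pseudocount of 0.1 (141 and 77), edgeR with TMM (132 and 86) and edgeR with a block (148 and 98). The directions of *CDKN1A*, *NR4A3*, *CA9*, *EFNA1*, *SUSD2*, *ANGPTL4*, *GPNMB* and *SIK1* were those the paper gives from the same samples.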

Other observations

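Genes of cholesterol synthesis and of the lysosome were higher as groups in the RM⁺ group of the 2D culture. Of 25 genes of cholesterol synthesis, 8 were higher, none was lower and 17 did not pass an adjusted p of 0.05 from limma (12 higher when adjusted over the list alone, 14 with the replicate block, 5 without RM⁻ replicate 2 and 4 without RM⁺ replicate 2), and all 25 had a log2 fold change above 0. *INSIG1*, which holds back the processing of SREBP, had 0.55 (standard error 0.08, adjusted p = 0.00217), and *HMGCS1* and *DHCR7*, enzymes of the pathway, had 0.49 and 0.44. *DHCR7* no longer passed without RM⁻ replicate 2. *HMGCS1* overlaps an opposite-strand gene with a mean of 1142 normalized counts and a log2 fold change of 0.46 (adjusted p = 0.0138). The list passed the camera test (adjusted p = 1.19e-13; adjusted p = 0.292 with an estimated correlation). Of 21 lysosome and TFE/MITF targets, 6 were higher, none was lower and 15 did not pass (11 when adjusted over the list alone, 13 with the block, and 4 without RM⁻ replicate 2, RM⁺ replicate 1 or RM⁺ replicate 2), and all 21 lay above 0. *NEU1* (sialidase) had 0.58 (adjusted p = 0.00144). *CTSD* (cathepsin D) had 0.41 (adjusted p = 0.0289), lost without RM⁻ replicate 2 or RM⁺ replicate 1, and shares 60.9% of its 31-base words with another gene; the opposite-strand *PRADX*, with a mean of 4317 normalized counts, had 0.39 (adjusted p = 0.0324). The camera test gave an adjusted p of 9.5e-14, and the estimated correlation an adjusted p of 0.292.

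Of 23 extracellular matrix genes, 4 were higher, none was lower and 19 did not pass (8 higher when adjusted over the list alone, 7 higher and 1 lower with the block, 3 higher and 1 lower without RM⁻ replicate 1, and 1 higher without RM⁺ replicate 2), with a camera adjusted p of 0.000104 (adjusted p = 0.331 with an estimated correlation). They included *TIMP2* (0.45), *THBS1* (0.37) and *LOXL2* (0.34). *TIMP2* was lost without RM⁺ replicate 2, *THBS1* without RM⁻ replicate 1, RM⁺ replicate 1 or RM⁺ replicate 2, and *LOXL2* without RM⁻ replicate 2 or RM⁺ replicate 2, and opposite-strand genes overlap *TIMP2* and *LOXL2* (log2 fold change 0.49 and 0.55). Of 21 pro-apoptotic genes, *FAS* (0.62), *BMF* (0.87) and *BAX* (0.37) were higher, none was lower and 18 did not pass (5 higher when adjusted over the list alone and with the block), with a camera adjusted p of 0.000144 (adjusted p = 0.331 with an estimated correlation); *BMF* did not pass in DESeq2 or without RM⁺ replicate 1, nor *BAX* without RM⁻ replicate 2 or RM⁺ replicate 2. The median of the list was 0.12, and 0.19 without RM⁺ replicate 1. *FAS* and *BAX* are also in the p53 list, and *FAS* overlaps *ACTA2*. Of 12 interferon-stimulated genes, *IFIT3* (0.69, adjusted p = 0.0386) was higher, none was lower and 11 did not pass (5 higher when adjusted over the list alone and with the block, 2 without RM⁻ replicate 2 or RM⁺ replicate 1, and 0 without RM⁺ replicate 2). Their camera adjusted p was 4.04e-05 (adjusted p = 0.292 with an estimated correlation), *IFIT3* did not pass in edgeR, DESeq2 or limma-voom nor without RM⁻ replicate 1, it overlaps the opposite-strand *LIPA* (mean 2641 normalized counts), and levels were low, *ISG15* standing at 38.5 normalized counts in the RM⁺ group and 15.2 in the RM⁻ group.

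Lists of adhesion and inflammation did not pass the camera test in limma with all samples and no block. Of 22 integrin and focal adhesion genes, *TNS1* and *ITGB4* were lower, none was higher and 20 did not pass (3 lower when adjusted over the list alone and with the block), with a median of -0.05 and a camera adjusted p of 0.0618 (0.0316 with the block, 0.029 in DESeq2, 0.0101 after the correction for GC content and length, 0.0199 without RM⁻ replicate 1, and 0.2005 without RM⁻ replicate 2, where the median was 0.01). Without RM⁻ replicate 2 or RM⁺ replicate 2, 1 was lower. Of 21 cell-cell adhesion genes, *CLDN1* was lower (-0.51, adjusted p = 0.00666), none was higher and 20 did not pass, also with the list alone; the median was 0.03 while the camera test pointed down (adjusted p = 0.672). Of 16 NF-kB and inflammatory genes, *IRAK2* was higher (0.51), *BIRC3* (-0.49) and *CXCL5* (-0.35) were lower and 13 did not pass (1 higher and 4 lower when adjusted over the list alone, 1 and 5 with the block). The median was -0.17 and the camera adjusted p 0.0559 (0.0316 with the block, 0.029 in DESeq2, 0.0361 without RM⁻ replicate 2, 0.0122 without RM⁺ replicate 1, where the median was -0.27, 0.174 without RM⁻ replicate 1 and 0.308 without RM⁺ replicate 2, where the median was -0.06). *IRAK2* was lost in DESeq2 and without RM⁻ replicate 1 or RM⁺ replicate 2, *BIRC3* without RM⁻ replicate 2 or RM⁺ replicate 1, and *CXCL5* without RM⁻ replicate 1, RM⁻ replicate 2 or RM⁺ replicate 1. None of 14 genes of epithelial-mesenchymal transition passed (2 higher and 1 lower when adjusted over the list alone, 2 and 2 with the block, and 1 lower without RM⁻ replicate 1), with a median of 0.05 and a camera adjusted p of 0.753, and none of 4 metallothioneins did, with a median of -0.06 and 0.587. Of the markers of other cells, 5 alveolar epithelial genes (median -0.27, camera adjusted p = 0.374) and 4 fibroblast, endothelial and immune genes (median 0.10, camera adjusted p = 0.277) had no member past the test, though without RM⁺ replicate 2 an alveolar gene was lower; *CAV1* and *ACTA2* passed with the block, and *ACTA2* when adjusted over the list alone.

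Apart from *SIK1*, the genes reported here of those the paper names for 3D culture or for its stainings gave no call in limma with all 2D samples and no block. *LOX* had a log2 fold change of -0.41 (adjusted p = 0.528 from limma), *SYNE3* 0.88 (adjusted p = 0.383) and *LCN2* 0.31 (adjusted p = 0.669), while *INHBA*, *LRRC15* and *FLRT2* were below the filter, with 6.59, 0.51 and 4.55 normalized counts in the RM⁺ group and 8.79, 1.97 and 8.74 in the RM⁻ group. *MKI67*, the gene of Ki-67, had 0.10 (adjusted p = 0.711), *CTNNB1* (β-catenin) 0.05 (adjusted p = 0.855), *CDH1* (E-cadherin) -0.15 (adjusted p = 0.49) and *GAPDH* -0.11 (adjusted p = 0.79). *YAP1* had -0.20 (adjusted p = 0.284), and 0.0442 with the replicate block. *CXCL12* was not found among the genes of the deposited table, so it was not tested.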
